# Huangqi decoction ameliorates kidney injury in db/db mice by regulating the BMP/Smad signaling pathway

**DOI:** 10.1186/s12906-023-04029-1

**Published:** 2023-06-26

**Authors:** Ying Chen, Rong Rui, Li Wang, Hao Wang, Bingbing Zhu, Aili Cao

**Keywords:** Huangqi decoction (HQD), Diabetic kidney disease (DKD), Lipid metabolism, Db/db mice

## Abstract

**Purpose:**

This study aims to investigate the mechanism underlying the beneficial effects of Huangqi decoction (HQD) on Diabetic kidney disease (DKD) in diabetic db/db mice.

**Methods:**

Eight-week-old male diabetic db/db mice were randomly divided into four groups: Model (1% CMC), HQD-L (0.12 g/kg), HQD-M (0.36 g/kg), and HQD-H (1.08 g/kg) groups. Non-diabetic db/m mice were served as the control group. These mice received HQD treatment for 8 weeks. After treatment, the kidney function, histopathology, micro-assay, and protein expression levels were assessed.

**Results:**

HQD treatment improved the albumin/creatine ratio (ACR) and 24 h urinary albumin excretion, prevented the pathological phenotypes of increased glomerular volume, widened mesangial areas, the of mesangial matrix proliferation, foot process effacement, decreased nephrin expression and reduced number of podocytes. Expression profiling analysis revealed global transcriptional changes that predicted related functions, diseases and pathways. HQD treatment activated protein expressions of BMP2, BMP7, BMPR2, and active-Rap1, while inhibiting Smad1 and phospho-ERK. In addition, HQD was associated with improvements in lipid deposition in the kidneys of db/db mice.

**Conclusion:**

HQD ameliorated the progression of DKD in db/db mice by regulating BMP transcription and downstream targets, inhibiting the phosphorylation of ERK and the expression of Smad1, promoting Rap1 binding to GTP, and regulating the lipid metabolism. These findings provide a potential therapeutic approach for treating DKD.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12906-023-04029-1.

## Background

Diabetes mellitus is a common disease that affects more than 463 million adults globally [1]. Diabetic kidney disease (DKD) is one of the most common and serious chronic microvascular complications of diabetes mellitus and the main cause of end-stage renal disease (ESRD) and death. Early diagnosis of DKD is critical, as the onset of proteinuria increases the risk of progression to ESRD by approximately 14 times [2]. Although angiotensin-converting enzyme inhibitors (ACEIs) and angiotensin receptor blockers (ARBs) are commonly used in the clinical treatment of DKD, they can have adverse effects such as heart failure [3, 4]. There is a pressing need for systematic approaches to improve the treatment of DKD. In addition to conventional therapeutic measures and basic recommendations, such as lifestyle changes, phytotherapy, an alternative branch of medicine, has emerged as a promising tool to support the management of diabetes mellitus and related disorders [5]. Evidence-based studies have shown that active compounds found in plant-based raw materials possess antioxidant, anti-inflammatory, and immunomodulatory properties, making them potentially beneficial in the treatment of DKD [4, 6].

Bone morphogenetic proteins (BMPs) is a member of the transforming growth factor (TGF-β) superfamily, known for its highly conserved functional protein. It was first discovered by Urist from a decalcified bone matrix extract and named BMP due to its ability to induce ectopic bone formation [7, 8]. Current studies have shown that BMP has a wide range of biological functions [9] and plays an instrumental role in kidney development [10]. There are two types of BMP-induced signaling pathways, including the canonical Smad-dependent pathway and Smad-independent pathways [11]. Disruption of the classic Smad-dependent BMP pathway has been linked to accelerated onset and progression of renal fibrosis[12], highlighting the significance of BMP in kidney health.

The Ras-like small GTPase Rap1 functions as a molecular switch by binding GTP or GDP to switch between active and inactivated states. The integrity of the slit diaphragm is directly linked to Rap1 signaling [13]. Previous research has revealed that abnormalities in Rap1GTP in podocytes result in variations in downstream mitogen-activated protein kinase (MAPK) signaling [14]. Furthermore, a recent study has discovered a novel mechanism in pulmonary artery smooth muscle cells, where extracellular regulated protein kinase (ERK), a component of MAPK, can regulate the phosphorylation of Smad, thereby facilitating the entry of BMP into the nucleus [15]. Notably, the activity of Rap1GTP is inversely correlated with the phosphorylation level of ERK [14], suggesting that ERK-mediated downregulation of Rap1GTP activity may play a role in this process.

In most cases, disruptions in lipid metabolism are commonly observed in patients with DKD, and emerging research suggests that BMPs are involved in maintaining metabolic processes [16–19]. Traditional Chinese medicine (TCM), which has been widely used in China for thousands of years. One such TCM formula, Huangqi decoction (HQD), composed of Astragali Radix, Poria, Trichosanthis Radix, Ophiopogonis Radix, Schisandrae Chinensis Fructus, Glycyrrhizae Radix et Rhizoma Praeparata Cum Melle, and Rehmanniae Radix, has shown promising results in regulating DKD through multiple targets and pathways. HQD has been found to inhibit podocyte injury by modulating oxidative stress, endoplasmic reticulum stress, as well as increasing insulin sensitivity, ultimately alleviating DKD [20–25]. These studies found that Astragaloside, one of the main components of HQD, ameliorates DKD and inhibits interstitial renal fibrosis by alleviating endoplasmic reticulum stress [21]. The present investigation aims to further elucidate the mechanism by which HQD protects against renal glomerular dysfunction in DKD, providing novel insights for the treatment of DKD.

## Methods and materials

### HQD preparation

HQD, consisting of Astragali Radix, Poria, Trichosanthis Radix, Ophiopogonis Radix, Schisandrae Chinensis Fructus, Glycyrrhizae Radix et Rhizoma Praeparata Cum Melle, and Rehmanniae Radix (Table 1), were purchased from Shanghai Huayu Chinese Herbs Co. Ltd. (Shanghai, China). All the herbs were powdered and mixed thoroughly to create a homogenous mixture. The medicinal herb mixture was then subjected to triple extraction using four times volumes of water. The resulting extract was concentrated under vacuum to obtain a thick decoction. Ethanol was added to the concentrated decoction to achieve a final ethanol concentration of 70%. After overnight precipitation, the supernatant was collected and dried in an oven at 105 °C for 48 h, resulting in a production rate of 13.3%. HQD was formulated as suspensions in 1% sodium carboxymethylcellulose in ddH_2_O at concentrations of 10, 40, and 110 mg/ml for use in animal studies. Intragastric administration was carried out at doses of 0.12, 0.36, and 1.08 g/kg, respectively.

**Table 1:** Huangqi Decoction composition

Chinese name	English name	Botanical name	Family	Weight (g)	Part used
Huangqi	Astragali Radix	*Astragalus membranaceus* (Fisch.) Bge. var. *mongholicus* (Bge.) Hsiao	Leguminosae	30	Root
Fuling	Poria	*Poria cocos* (Schw.) Wolf	Polyporaceae	30	Sclerotia
Tianhuafen	Trichosanthis Radix	*Trichosanthes kirilowii* Maxim	Cucurbitaceae	30	Root
Maidong	Ophiopogonis Radix	*Ophiopogon japonicus* (L.f) Ker-Gawl	Liliaceae	30	Tuber
Wuweizi	Schisandrae Chinensis Fructus	*Schisandra chinensis* (Turcz.) Baill	Magnoliaceae	15	Fruit
Zhigancao	Glycyrrhizae Radix et Rhizoma Praeparata Cum Melle	*Glycyrrhiza uralensis* Fisch	Leguminosae	15	Root and Rhizome
Dihuang	Rehmanniae Radix	*Rehmannia glutinosa* Libosch	Scrophulariaceae	45	Root

### Identification of the main compounds in HQD

The HQD extract was subjected to comprehensive analysis using LC–MS, following established protocols [26]. The composition of the complete HQD was thoroughly investigated, and the results are presented in the supplementary Figure S2, along with detailed MS/MS analysis elucidating the molecular characteristics of the components identified.

### Animal treatment

All animal protocols in this study were approved by the Ethics Committee of Shanghai University of Traditional Chinese Medicine, and the animal ethics number is PZSHUTCM201225002. Db/db (C57BLKS/J-LepRdb/LepRdb) mice, also known as leptin receptor-deficient mice, are commonly used as a model to study DKD. Db/db mice spontaneously develop obesity and type 2 diabetes due to a mutation in the leptin receptor gene, which leads to insulin resistance and hyperglycemia. Db/db mice exhibit characteristics of DKD, including glomerular hypertrophy, increased urinary albumin excretion, and progressive renal fibrosis, which are known to be involved in the development and progression of DKD in humans [27–29]. In research studies involving db/db mice, db/m (C57BLKS/J-LepRdb/LepRdb/ +) mice are often used as the control group. Db/m mice are typically littermates or genetically similar mice that do not carry the mutation in the leptin receptor gene, and therefore do not develop diabetes or other metabolic disorders like db/db mice. In this study, diabetic db/db mice and nondiabetic db/m control mice at the age of 6 weeks were purchased from the Nanjing Institute of Biomedicine affiliated with Nanjing University (Nanjing, China). Animals were housed in a specific-pathogen-free room in a 12:12 h light–dark cycle and were given free access to water and chow. All the operations and experimental procedures complied with the ethical standard in the Laboratory Animal Guideline for review of animal welfare, The National Standard of the People’s Republic of China (GB/T 35892–2018), the Guide for the Care and Use of Laboratory Animals: Eighth Edition. After two weeks of adaptive housing and feeding, mice were randomly allocated into different groups for specific treatment. Random blood glucose levels were monitored every four weeks by blood samples obtained from the tail vein with a glucometer (Omron HEA-230). Db/db mice were subjected to diabetes through genetic modification. Any animal that died or was severely injured during the experiment was excluded from the study. A total of diabetic db/db mice were divided into 4 groups (n = 5–6) and were administrated either a vehicle (1% sodium carboxymethylcellulose, CMC) as a control, or three different doses of HQD (high dose 1.08 g/kg, medium dose: 0.36 g/kg, low dose: 0.12 g/kg). Additionally, a group of nondiabetic db/m mice received the vehicle. HQD or vehicle was administered to the animals daily in the morning via gavage for 8 consecutive weeks. Urine samples were collected from all mice at the ages of 8, 12, and 16 weeks to measure urinary protein levels. On the last day of week 16, the animals were anesthetized with an intraperitoneal injection of sodium pentobarbital (100 mg/kg) in the morning after overnight fasting and sacrificed to harvest tissues. The left kidney was divided into three parts, one part was subsequently placed into 4% paraformaldehyde for immunohistochemical stains, another part was stored in 2.5% glutaraldehyde for electron microscopy observation and the remaining part was stored in 18% sucrose at 4 °C for immunofluorescence staining. The cortex of the right kidney was stored at -80 °C for protein expression detection.

### Urine albumin and creatinine measurement

Twenty-four-hour urine collections were obtained from mice using metabolic cages to ensure time collection. Urine albumin was measured using an ELISA kit (Bethyl Laboratory, Houston, TX), while urine creatinine was quantified using a colorimetric assay kit (Cayman Chemical, Ann Arbor, MI, USA). albumin-creatinine ratio was expressed as ACR, a widely accepted indicator of kidney function. The reproducibility of this assay was assessed, and the coefficients of variance (CV) were found to be consistently less than 3% when the same sample was measured three time consecutively, indicating high precision and accuracy in the measurements.

### RNA isolation and micro-array analysis

Total RNA was extracted from approximately 50 mg of flash-frozen kidney cortex samples obtained from three treated and three non-treated db/db mice using the Qiazol extraction method, folloed by on-coloumn DNase I treatment (Qiagen, CA, USA). The quality of the extracted RNA was evaluated usinng BioAnalyzer (Agilent, CA, USA), and only samples with RNA integrity number (RIN) scores of 7 or higher were included in the subsequent analysis. Samples was sent to H-Wayen Biotechnologies (Shanghai, China) to detect the expression level of the whole genome mRNA.

### Western blot analysis

The renal cortex was homogenized in RIPA lysis buffer containing 1X protease inhibitors and phosphatase inhibitors (Beyotime, Shanghai, China), and lysates were collected after centrifugation for 10 min at 12,000 g. The concentration of total protein in the tissue lysates was determined using a BCA kit (Pierce, Rockford, IL, USA). Subsequently, 60 µg of lysate protein from each animal was separated by SDS‒PAGE (8%-12%) and transferred to PVDF membranes (Millipore, IPVH00010). Then, the membranes were immunoblotted with primary antibodies against BMP2 (Abcam, Ab214821, 1:1000 dilution), BMP7 (Proteintech, 12,221–1-AP, 1:1000 dilution), BMPR2 (Proteintech, 14,376–1-AP, 1:1000 dilution), phospho-ERK (CST, 4370S, 1:2000 dilution), ERK (CST, 4695S, 1:1000 dilution), P-SMAD1,5,9 (CST, 13,820, 1:1000 dilution), SMAD4 (Affinity, AF5247, 1:500 dilution), SMAD1 (CST, 6944, 1:1000 dilution), CXCL16 (Affinity, DF13312, 1:500 dilution) and ß-actin (Abcam, ab6276, 1:10,000 dilution) after blocking in 5% bovine serum albumin in TBST for 1 h. All primary antibodies were incubated at 4 °C overnight. Then membranes were washed in TBST and incubated with HRP-conjugated secondary antibody from Jackson ImmunoResearch (111–035-003 or 115–035-003) for 1 h at room temperature. To remove the residual secondary antibody, the membranes were washed in TBST and incubated with enhanced chemiluminescence (ECL) from Millipore (WBULS0500). An Image Quant LAS 500 was employed to visualize and capture the blot bands, which were quantified by densitometry using ImageJ.

### Active Rap1 pull down

The assessment of active Rap1 levels in kidney cortex was conducted using a pull-down assay, which involved the use of GST-tagged fusion proteins. These fusion proteins were designed to encompass amino acids 788–884 of the human RalGDS-RAP-binding structural domain, and were immobilized on glutathione agarose beads. The pull-down assay was performed utilizing the Active Rap1 Pull-down and Detection Kit (ThermoFisher Scientific, MA, USA).

### Immunofluorescence staining

Kidney tissues were preserved in 18% sucrose and subsequently embedded in optimum cutting temperature compound (OCT). A 4-μm section of tissue was mounted on a slide and blocked with 10% normal goat serum for 1 h at room temperature to avoid nonspecific binding. The slides were then incubated with primary antibody (WT-1, Abcam, ab89901, 1:50 dilution) at 4 °C overnight. Afterward, the slides were treated with Alexa Fluor 488-conjugated goat anti-rabbit antibody (Abcam, ab150077, 1:200 dilution) as the secondary antibody. To minimize background fluorescence, anti-fluorescence quenching blockers (Beyotime, Shanghai, P0126) were applied and coverslips were mounted. Finally, the slides were visualized using laser scanning confocal microscopy (LSM) to obtain detailed fluorescence images.

### Periodic Acid-Schiff (PAS) Staining and immunohistochemistry

Kidney tissues were fixed in 4% paraformaldehyde for 24 h, followed by dehydration, and embedded in paraffin. Paraffin sections of 4 μm thickness were cut, and PAS staining was performed according to the instructions provided in the commercial kit (Baso, Zhuhai, BA4080A). For semi-quantitative analysis, 20 glomeruli were randomly selected from each mouse kidney section under a 400 × microscope, and the PAS-positive material (thylakoid matrix) was identified by the purple-red color, while the nucleus was stained blue. Image-J 2.0 image analysis software was utilized to measure the area of the thylakoid matrix and the total glomerular area. The thylakoid stroma index was calculated as thethylakoid stroma area/glomerular area × 100%. Immunohistochemistry for nephrin (Abcam, ab216341, 1:500 dilution) and CXCL16 (Invitrogen, PA5-115,068, 1:100 dilution) on renal sections was performed with streptavidin–biotin peroxidase (SP) kit (ZSGB-BIO, Beijing, China) following standard protocols.

### Transmission electron microscopy.

After removing the mouse kidney, the cortical portion of the kidney was meticulously sliced into thin sections measuring about 2 mm^3^. These sections were promptly submerged in a 2.5% glutaraldehyde electron microscope fixative solution and sent to Electron Microscope Center of Shanghai Medical College, Fudan University.

### Oil red O staining

The oil red O staining procedure for frozen sections of kidneys were immersed in oil red O solution (Oil Red O staining kit; ab150678) for 8 min, followed by incubation in 85% propylene glycol for 1 min to fix the staining. Then, the slides were rinsed with distilled water to remove excess staining and incubated twice in hematoxylin for 2 min to counterstain the nuclei. After gentle rinsing with tap water and distilled water, coverslips were mounted using glycerol to preserve the stained sections.

### Statistics analysis

The experimental results are presented as the means ± Standard error means (SEMs). Statistical analysis was performed with GraphPad Prism software 9 (GraphPad Software Inc., San Diego, CA, USA). Normality of data was assessed using the Shapiro–Wilk test. Two-way analysis of variance (ANOVA) with Tukey's multiple comparisons and Geisser-Greenhouse correction, as well as One-way ANOVA followed by the Tukey’s post hoc analysis, were employed to determine the statistical significance among groups. A significance level of P < 0.05 was used to indicate statistically significant.

## Results

### HQD reduced the ACR and urinary protein levels in db/db mice

ACR and urinary albumin levels are highly sensitive indicators for early detection of kidney injury in chronic kidney disease (CKD), and can reflect the severity of kidney damage. Throughout the experiment, ACR and 24-h urinary protein levels in the db/m group remained stable. However, at 8 weeks of age, a significant increase in these two indicators was observed in the db/db group (*P* < 0.01, Fig. 1), indicating successful construction of the DKD model. At 12 weeks of age, although ACR and proteinuria levels were still higher in the HQD group compared to the db/m group, they were significantly lower than those in the db/db group, and this difference became more pronounced at 16 weeks of age (*P* < 0.01, Fig. 1A and B). Random blood glucose levels in the db/db mice continued to increase and were significantly higher than those in the non-diabetic db/m control mice. However, after treatment with different doses of HQD for 8 weeks, there was a trend of downregulation, although it did not reach statistical significance (Figure S1).

**Fig. 1:**
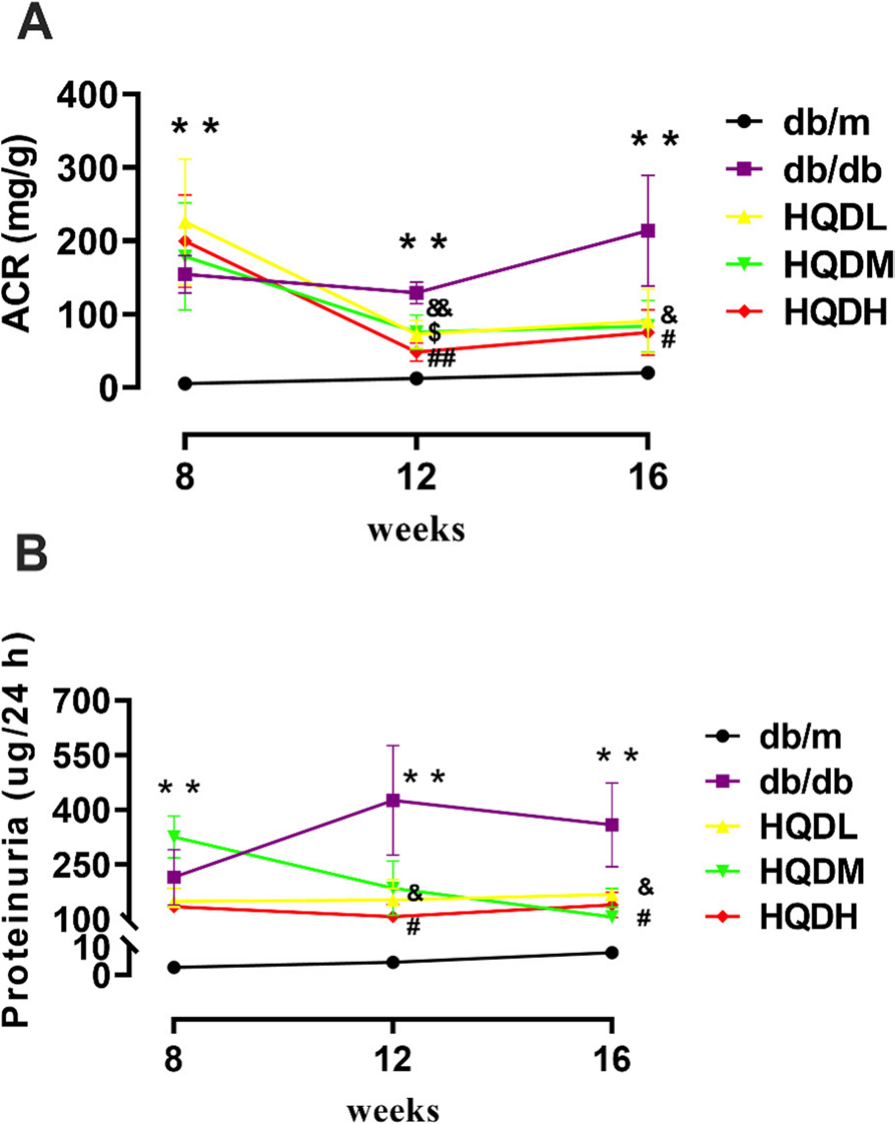
HQD reduced ACR and urinary protein levels in db/db mice. **A**. The level of urine ACR; **B**. 24-h urine protein level. Values are mean ± SEM (*n* = 5–6), **P < 0.01vs. db/m group; &*P* < 0.05 &&*P* < 0.01 HQDL vs. db/db group, $ *P* < 0.05 HQDM vs. db/db group, #*P* < 0.05 ##*P* < 0.01, HQDH vs. db/db group by two-way ANOVA with Tukey's multiple comparisons and Geisser-Greenhouse correction analysis

### HQD attenuates renal pathological damage and ultrastructural changes in db/db mice

To observe the effect of HQD on renal pathological injuries in db/db mice, PAS staining was performed on paraffin sections of mouse kidney tissue, and the renal pathological conditions of each group were observed by a light microscope. The results showed that compared with db/m mice, db/db mice presented with a significantly increased glomerular volume, widened mesangial areas, and increased proliferation of the mesangial matrix (*P* < 0.01). After treatment with HQD, the above pathological changes were significantly improved (*P* < 0.01, *P* < 0.05) (Fig. 2A, D&E), indicating that HQD could alleviate the pathological damage to kidney tissue in db/db mice. To investigate the effects of HQD on podocyte structure, transmission electron microscopy was performed (Fig. 2B). Podocytes in db/db mice showed broadening, fusion, the disappearance of foot processes, a decrease in the density and number of podocytes, and thickening of the basement membrane. After treatment with HQD, the above phenomena were reduced. A decrease in nephrin (biomarker of podocyte) of glomerulus were observed in model group, which was alleviated in HQD group (Fig. 2C). These results indicate that HQD could maintain the stability of podocyte structure and change the pathological damage to podocytes.

**Fig. 2:**
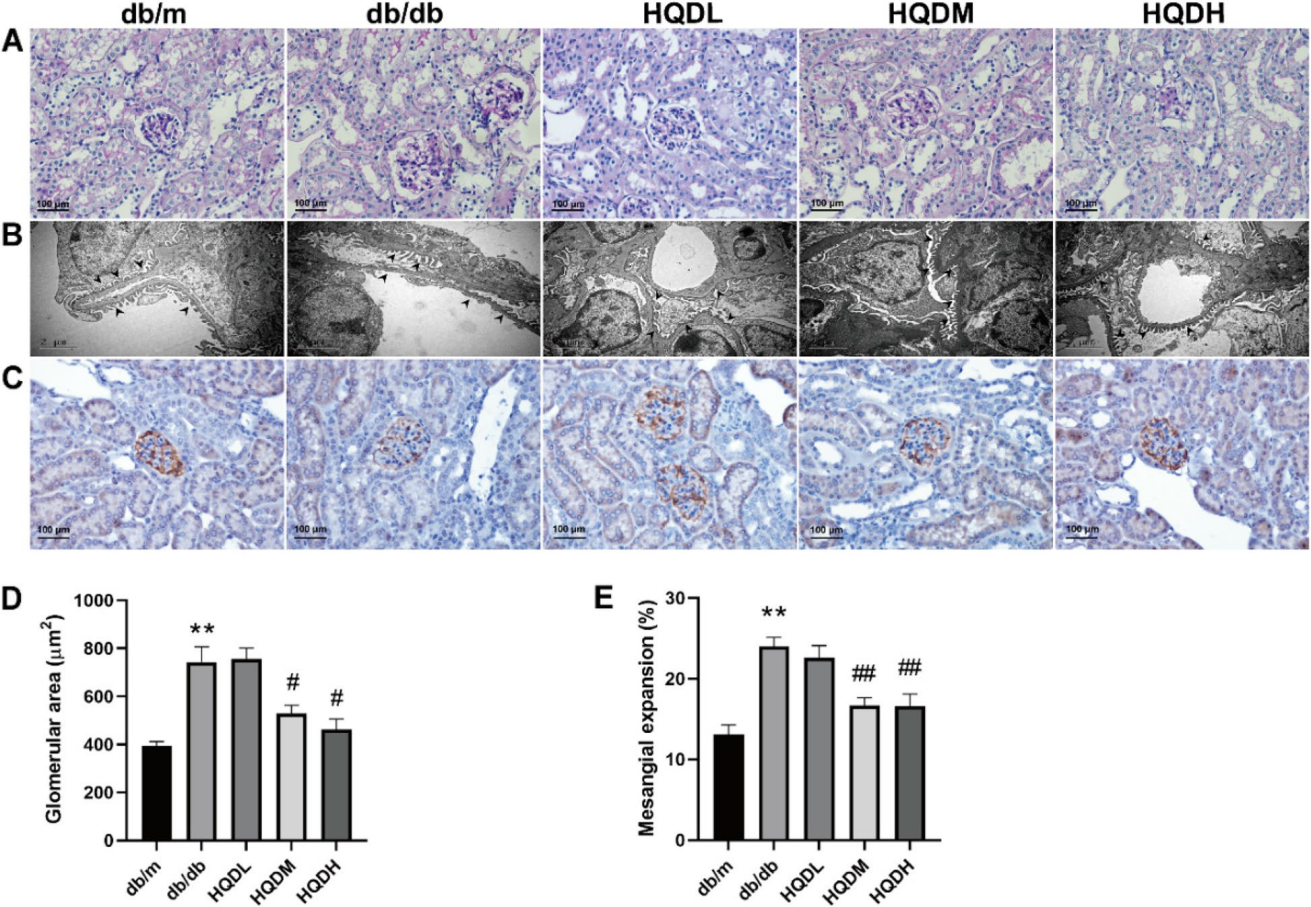
HQD attenuates renal pathological damage and ultrastructural changes in db/db mice. **A**. PAS staining; **B**. SEM images. **C**. Nephrin stained by immunohistochemistry, scale bar, 100 μm; **D**. Glomerular area (μm2). **E**. Mesangial expansion (%). Values are mean ± SEM (*n* = 5–6), **P < 0.01 vs. db/m, #*P* < 0.05, ##*P* < 0.01 vs. db/db by one-way ANOVA with Tukey's post doc analysis

### HQD restored the number of glomerular podocytes in db/db mice

In addition to the pathological changes, the loss of glomerular podocytes was also observed, which is known to contribute to the development of DKD. WT1, a podocyte-specific marker, was used to test whether podocyte loss occurs in db/db mice (Fig. 3). As shown in Fig. 3, the number of podocytes was downregulated in db/db mice compared with that in db/m mice, and it was upregulated in HQD-treated db/db mice compared with that in db/db mice (*P* < 0.01, *P* < 0.05).

**Fig.3:**
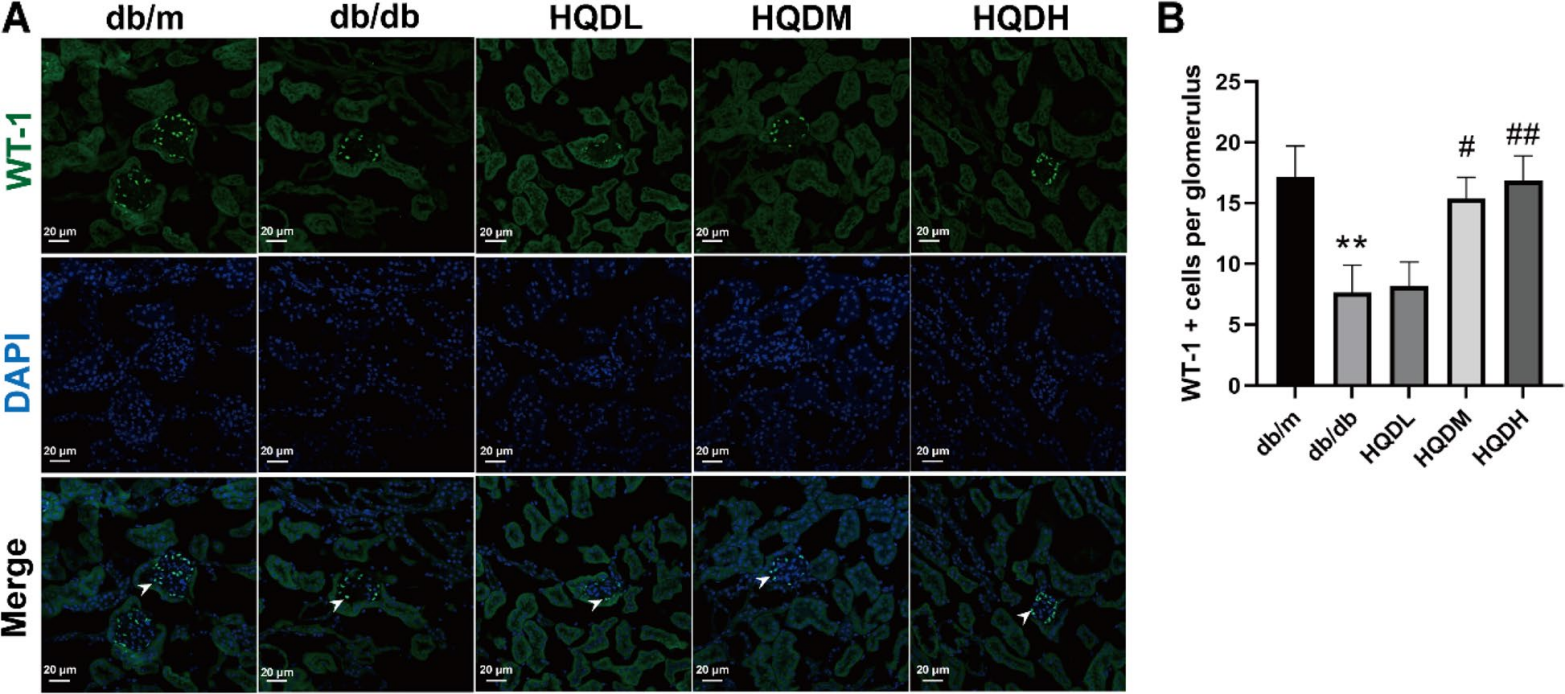
HQD restored the number of glomerular podocytes in db/db mice. **A**. Immunofluorescence shows that the reduced amount of WT-1 in db/db kidneys is significantly restored by HQD. **B**. Statistical results of the number of WT-1 positive cells, Values are mean ± SEM (*n* = 5–6), **P < 0.01 vs. db/m, #*P* < 0.05, ##*P* < 0.01 vs. db/db by one-way ANOVA with Tukey's post doc analysis

### Transcriptome study of HQD in db/db mice

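The micro-array data came from the renal cortex of male mice, with 1 array for each of 3 mice per group. The labels deposited with the arrays give an age of 16 weeks and name the groups db/m and db/db, whereas the paper's methods give both groups as db/db mice, treated or non-treated with HQD. The design text deposited with the arrays describes the comparison as the paper does. Only the db/db group is named alike in the labels and the paper. The first group is therefore called labelled db/m below, which the paper gives as HQD-treated, and each difference is labelled db/m minus labelled db/db. Cy3-labelled cRNA was hybridised to one-colour Agilent arrays with 62976 spots. The authors deposited the intensity of each spot from the Feature Extraction software, which had subtracted the background and had not scaled the arrays to each other. Control spots were left out, and 59305 spots remained. Spots of the same probe were averaged, and 135 probes with an outlier flag on every spot of an array were left out. The log2 intensity of each probe was set against the 75th percentile of its array. The share of probes well above background was 57.3%, 54.1% and 59.1% on the arrays labelled db/m and 53.6%, 51.6% and 57.5% on the arrays labelled db/db. The 29889 probes well above background on all 3 arrays of at least 1 group were tested with limma, and they stood for 15666 genes with a symbol. The arrays lay on 3 slides. Labelled db/m replicate 1 shared a slide with labelled db/db replicate 3, while the other slides held arrays of a single group each. The number of arrays limits the precision of every value, since an exact two-sided permutation test of 3 arrays against 3 cannot give a p below 0.1.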

To further elucidate the underlying mechanism by which HQD exerts its reno-protective effects, micro-array experiments comparing HQD treated db/db mic or non-treated db/db mice. 

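At a difference of at least 1 on the log2 scale in either direction and an unadjusted p under 0.05, 232 probes were higher and 55 were lower in the arrays labelled db/m. These 287 probes stood for 211 genes with a symbol, and in 176 of them the arrays of the groups did not overlap. Among all probes tested, 7244 (24.2%) did not overlap, where chance gives 10%. Most of the probes past the screen were dim, with a median log2 signal of -2.83 against the 75th percentile, compared with -0.26 for all probes tested. Of the 287 probes, 160 were dim on at least 1 array, and 27 were not well above background on any array of one group. With dim arrays at the lowest signal called well above background, 192 of the 287 kept a difference of at least 1, a count chosen after the values were seen. Only the 160 probes with a dim array could change in this way, and the 192 include all the others. The share of higher probes was 80.8%. It was 54.9% when each array was centred on its median, which moved the median of all differences by -0.18, and 58.9% after quantile normalization. The number of higher probes fell to 45 with normexp background correction, and it also moved with single arrays. It was 873 without labelled db/m replicate 2, 690 without labelled db/db replicate 3, 576 without labelled db/m replicate 1 and 81 without labelled db/db replicate 2. The number of lower probes was 118 without labelled db/m replicate 2 and 125 without labelled db/db replicate 3. Dmkn (NM_001166173, chromosome 7 of mm9, 31566013 to 31566072) was higher in the arrays labelled db/m by 2.15 on the log2 scale (SE 0.40, limma adjusted p = 0.241 with Benjamini-Hochberg adjustment). Its probe was not well above background on any array labelled db/db, so the difference stands for at least 1.88-fold, taking the dim arrays at the lowest signal called well above background or at the probe's own signal where that was higher. Nkx6-2 was likewise dim on every array labelled db/db, at least 2.04-fold higher. Gm32014 was higher by 2.15 and Epha7 by 1.94, each with 1 array labelled db/db well above background. With the dim arrays at that lowest signal, these differences were 0.64 and 1.64. Pcdhga9 was higher by 1.80. Nova1 (NM_021361, chromosome 12, 47799762 to 47799821) was lower at -2.35 (SE 0.57, adjusted p = 0.241 in limma with the same adjustment), with 1 array labelled db/m well above background, and at -0.90 with the dim arrays at the lowest signal called so, which makes the size of this difference one of background. Apoc2, with 2 such arrays, differed by -1.76, or -1.38 in this way, Cdk5rap1 by -1.68 and Igfals by -1.57. Under the slide as a block, the difference rests on the 2 arrays of slide 1, with 1 array per group, so that only sizes are given. Gm32014 was higher by only 0.18, Pcdhga9 by 0.69, Epha7 by 1.40 and Dmkn by 1.49. Apoc2 differed by -1.01, Cdk5rap1 by -0.58 and Nova1 by -1.21. Others did not shrink, as Igfals differed by -3.39, Nkx6-2 by 2.60 and Wfdc16 by -1.80. Under the methods' t-test, Epha7, Pcdhga9, Cdk5rap1 and Igfals had an unadjusted p above 0.05. Leaving out labelled db/db replicate 2 brought the limma p of Epha7 to 0.0848 and that of Pcdhga9 to 0.0632, leaving out labelled db/db replicate 3 brought that of Epha7 to 0.0799, and leaving out labelled db/m replicate 1 brought that of Igfals to 0.0695. The difference of Epha7 was 1.09 without labelled db/m replicate 2, that of Pcdhga9 was 1.14 without labelled db/m replicate 3 and that of Igfals was -0.97 without labelled db/db replicate 3.

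**Figure D1:**
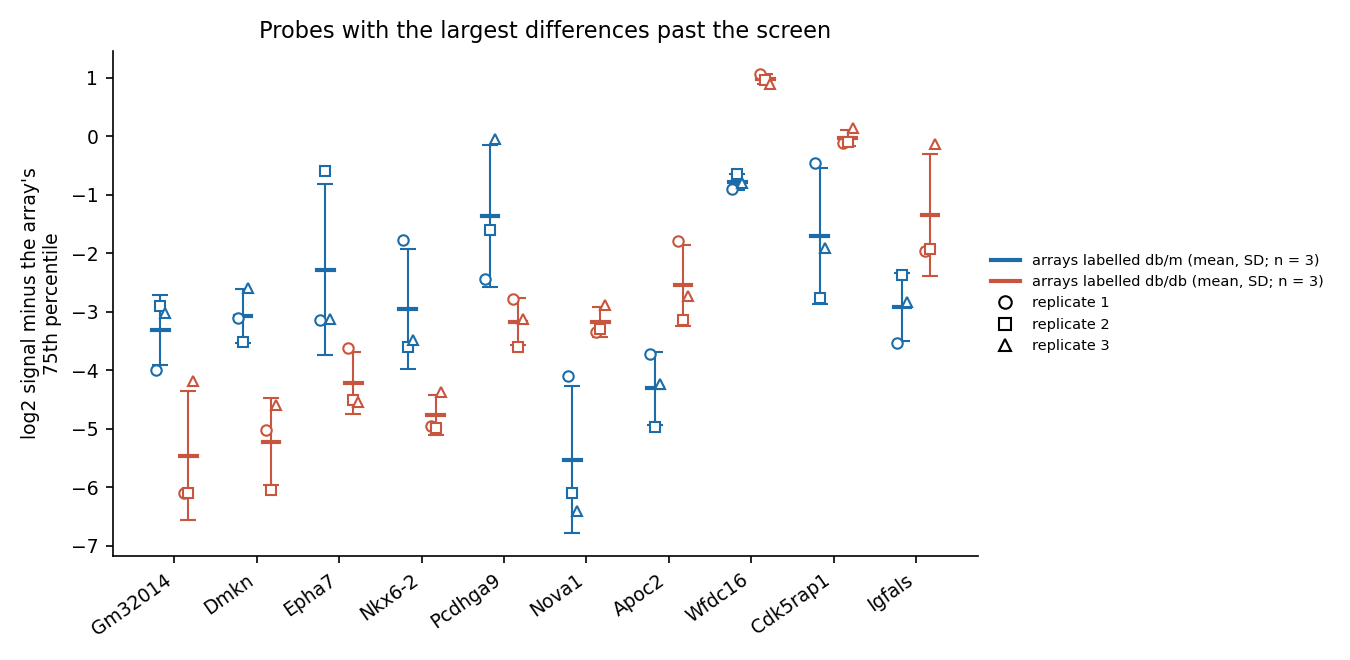
Log2 signal of each array, set against its 75th percentile, for the 5 probes with a gene symbol that were highest and the 5 that were lowest in the arrays labelled db/m among probes past the screen whose groups do not overlap. Each symbol is 1 array, and bars give the mean and SD of 3 arrays; Wfdc16, at -0.79 against 0.97, has the narrowest spread.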

With fold changes (FC) ≥ 2 or ≤ 0.5 (*P* < 0.05) as the screening criteria, 87 differentially expressed mRNA were obtained, 42 of which in HQD-treated samples were upregulated and 45 were downregulated. Figure 4A is the volcano map of the differentially expressed mRNA. 

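Differences of the tested probes ran from -2.35 to 2.76 on the log2 scale, with a median of -0.04. The number of probes with an unadjusted limma p under 0.05 was 5294 (17.7%), of which 1978 were higher and 3316 lower in the arrays labelled db/m. After Benjamini-Hochberg adjustment in limma, 0 probes had a p under 0.05. The methods' t-test on the same values gave 4622 probes at an unadjusted p under 0.05 and 0 after the adjustment, and limma with a trend and robust variance gave 1. The count after adjustment rose to 302 without labelled db/m replicate 2, to 126 without labelled db/db replicate 3 and to 10 without labelled db/m replicate 1. Wfdc16 (NM_001012723, chromosome 2, 164460295 to 164460354) came closest, with a difference of -1.76 (SE 0.12, adjusted p = 0.0566 in limma) and each array labelled db/m below each array labelled db/db. The direction varied with the signal of the probe. Among the 7473 dimmest of the tested probes the median difference was 0.15, with 173 probes past the screen higher and 20 lower. Among the 7472 brightest the median difference was -0.15, with 1 probe higher and 9 lower.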

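Across the tested probes, which are not independent replicates, the log2 signals of any 2 arrays correlated with a Pearson r between 0.981 and 0.993. The median r was 0.988 for the 6 pairs within a group and 0.985 for the 9 pairs between groups. Labelled db/m replicate 2 and labelled db/db replicate 3 had an r of 0.992, above that of either with any array of its own group. Hierarchical clustering on all tested probes joined labelled db/m replicates 1 and 3 and left labelled db/m replicate 2 with the arrays labelled db/db. Clustering on the 287 probes past the screen parted the arrays by group, although these probes had been picked for differing between the groups.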

The differentially expressed mRNA was shown in cluster heat map (Fig. 4B). Molecular function of Gene Ontology (GO) enrichment analysis showed that HQD had the greatest effect on the BMP signaling pathway (Fig. 4C).

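A list of 37 genes of BMP-binding proteins, written in advance, stood for the GO term, and 30 of these genes were tested. With 1 probe per gene, the mean difference of the list was 0.15 on the log2 scale and the median 0.05, with 19 of 30 genes higher in the arrays labelled db/m. With each array centred on its median, the mean was -0.03. The mean lay at percentile 99.83 of 10000 random lists matched on signal, 95% of which had a mean from -0.12 to 0.10, a comparison that treats genes as independent. The camera test of limma, which sets the list against all other genes at a preset correlation, gave p = 0.105, and its adjusted p was 0.233 over 20 lists. The p was 0.434 with an estimated correlation and 0.593 with fry. Among single members, 4 had an unadjusted limma p under 0.05, 2 of them higher, and 0 passed when adjusted over the list alone. The mean was 0.28 with a camera p of 0.00411 when labelled db/m replicate 2 was left out. Over all probes of a gene, 3 of 30 BMP-binding genes (10%) had a probe past the fold and p screen, against 208 of 15636 other genes (1.33%). This comparison was chosen after the values were seen. Fisher's exact test gave a two-sided p of 0.00748, which treats genes as independent although their values come from the same 6 arrays. The count of BMP-binding genes was 5 under median centring and 6 without labelled db/m replicate 2. Whether this share holds apart from the slide cannot be decided, since the slide as a block leaves 1 array per group. With only the brightest probe of each gene, 2 of 30 genes were past the screen (exact p = 0.0305). From the leading place of BMP binding among the terms in Fig. 4C, the paper concludes that HQD acted most on BMP signaling, and it went on to measure the proteins of this pathway.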

**Fig. 4:**
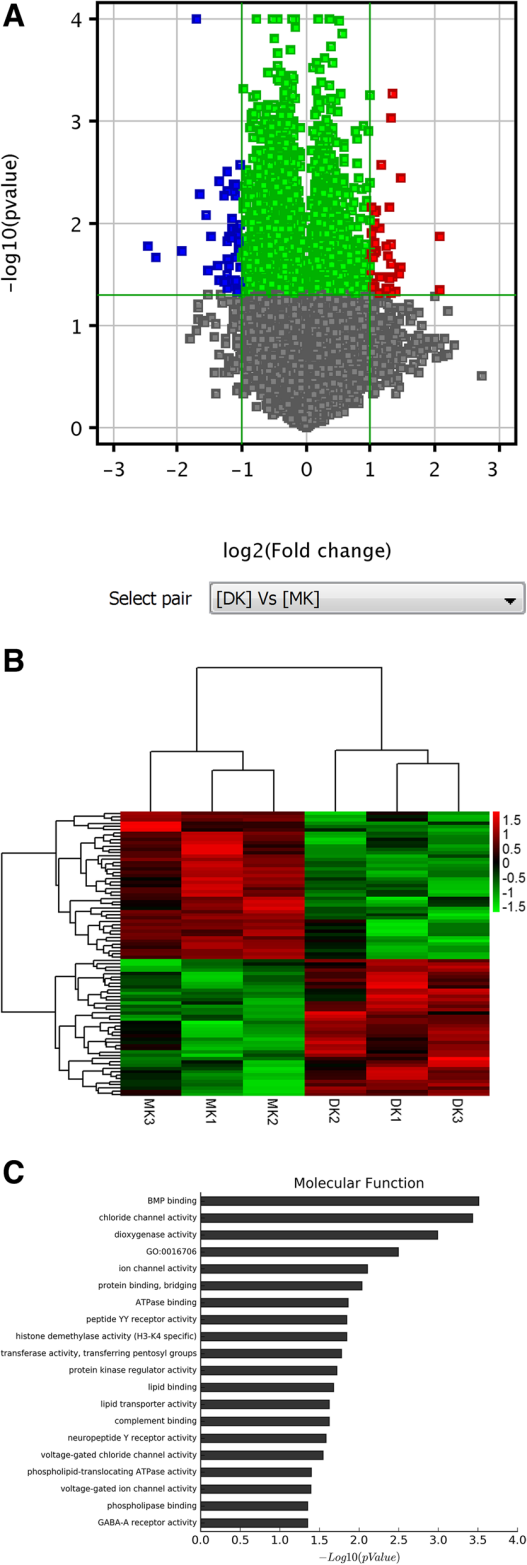
Gene expression profiling Analysis. **A**. Volcano map of differentially expressed mRNAs (*n* = 3). **B**. Cluster heatmap of differentially expressed mRNAs. **C**. The molecular function of differentially expressed mRNAs

### HQD restored the expression levels of BMP2, BMP7, and BMPR2

In order to verify the regulatory effect of HQD, the protein expression levels of the BMP family members were detected by Western blot (Fig. 5). Compared with the db/m mice, BMP2 and BMP7 protein expression levels dropped significantly, whereas the expression levels were markedly higher after HQD treatment (*P* < 0.05, *P* < 0.01) (Figs. 5A and B). Further observation showed that HQD could significantly upregulate BMPR2 expression (*P* < 0.05, *P* < 0.01) (Figs. 5A and B). These findings suggest that HQD might play a protective role in the kidneys of db/db mice by regulating BMPR2 and promoting BMP transport.

**Fig. 5:**
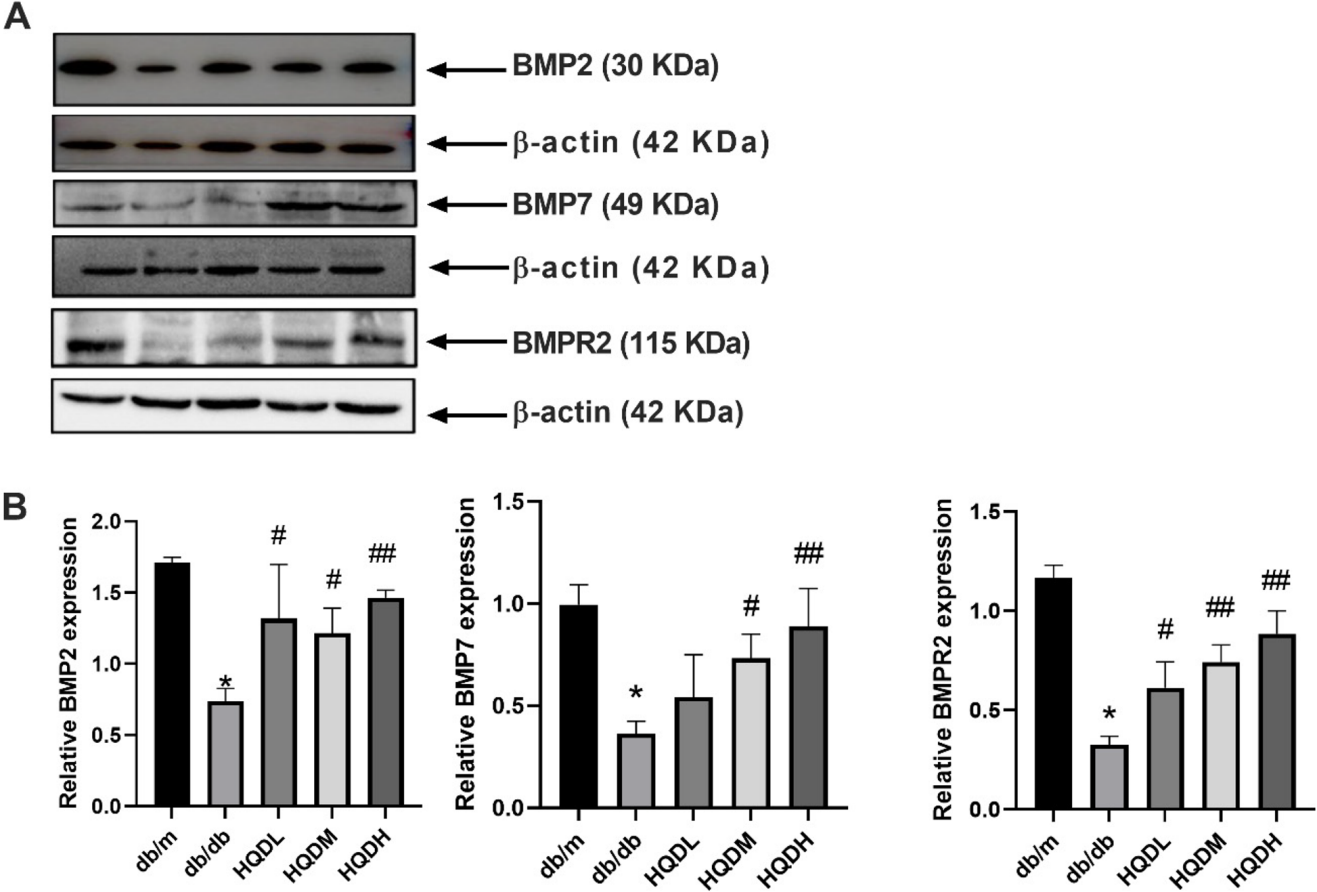
HQD restored the expression levels of BMP2, BMP7, and BMPR2. **A**.**B**. Western blot analysis of renal cortical BMP2, BMP7, and BMPR2 expression levels. Values are mean ± SEM (*n* = 3) *P < 0.05 vs. db/m, #*P* < 0.05, ##*P* < 0.01 vs. db/db by one-way ANOVA with Tukey's post doc analysis

### HQD downregulated the expression of the Smad protein in the kidneys of db/db mice

In order to further explore the mechanism by which HQD may restore the levels of BMPs, the expression of Smad proteins was investigated. Smad1 was significantly increased in the kidneys of db/db mice, and HQD intervention appreciably inhibited its expression (*P* < 0.05, Fig. 6). Notably, there was no significant change in the expression of Smad4, indicating that HQD primarily affects BMP signal transduction through Smad1 rather than Smad4.

**Fig. 6:**
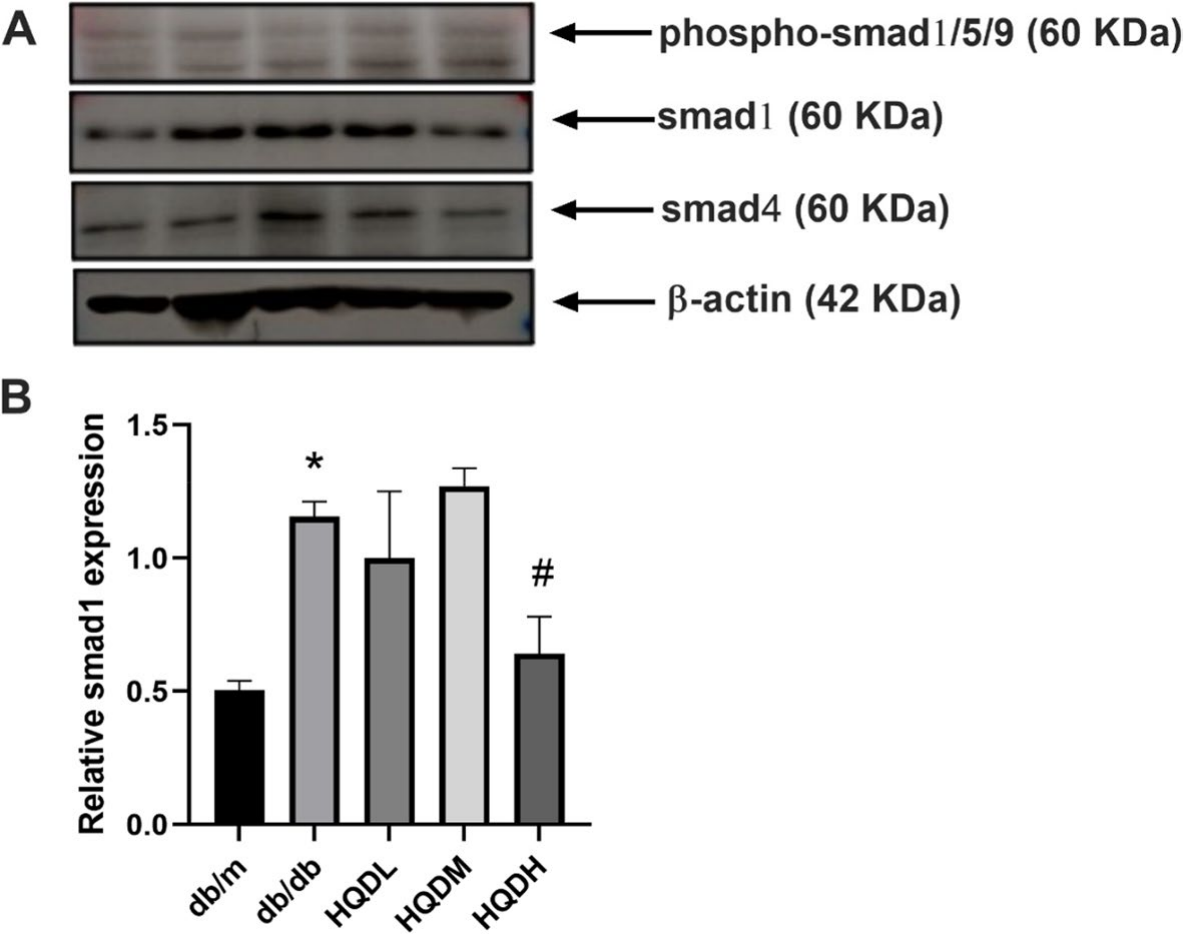
HQD downregulated the expression of the Smad1 protein in the kidneys of db/db mice. **A**. The protein expression levels of P-Smad1/5/9, Smad1 and Smad4 in the kidney cortex by Western blot assay. **B**. Statistical results of the expression level of Smad1, Values are mean ± SEM (*n* = 3), *P < 0.05, compared with db/m group; ##*P* < 0.05, compared with db/db group. *P < 0.05 vs. db/m, #*P* < 0.05 vs. db/db by one-way ANOVA with Tukey's post doc analysis

### HQD downregulated the expression of ERK and promoted Rap1 binding to GTP

Subsequently, the phosphorylation status of ERK and the activity of Rap1 were assessed. The protein level of phospho-ERK in the kidneys of db/db mice was markedly increased, and its expression was effectively restored by HQD (*P* < 0.05, *P* < 0.01) (Fig. 7A&B). Rap1 acts as a molecular switch by binding GDP and GTP to switch between its inactive and activated states. The activity of Rap1 was significantly decreased in db/db mice, while HQD treatment restored the expression of Rap1-GTP in the kidneys of db/db mice to normal levels (*P* < 0.05, Fig. 7C&D).

**Fig. 7:**
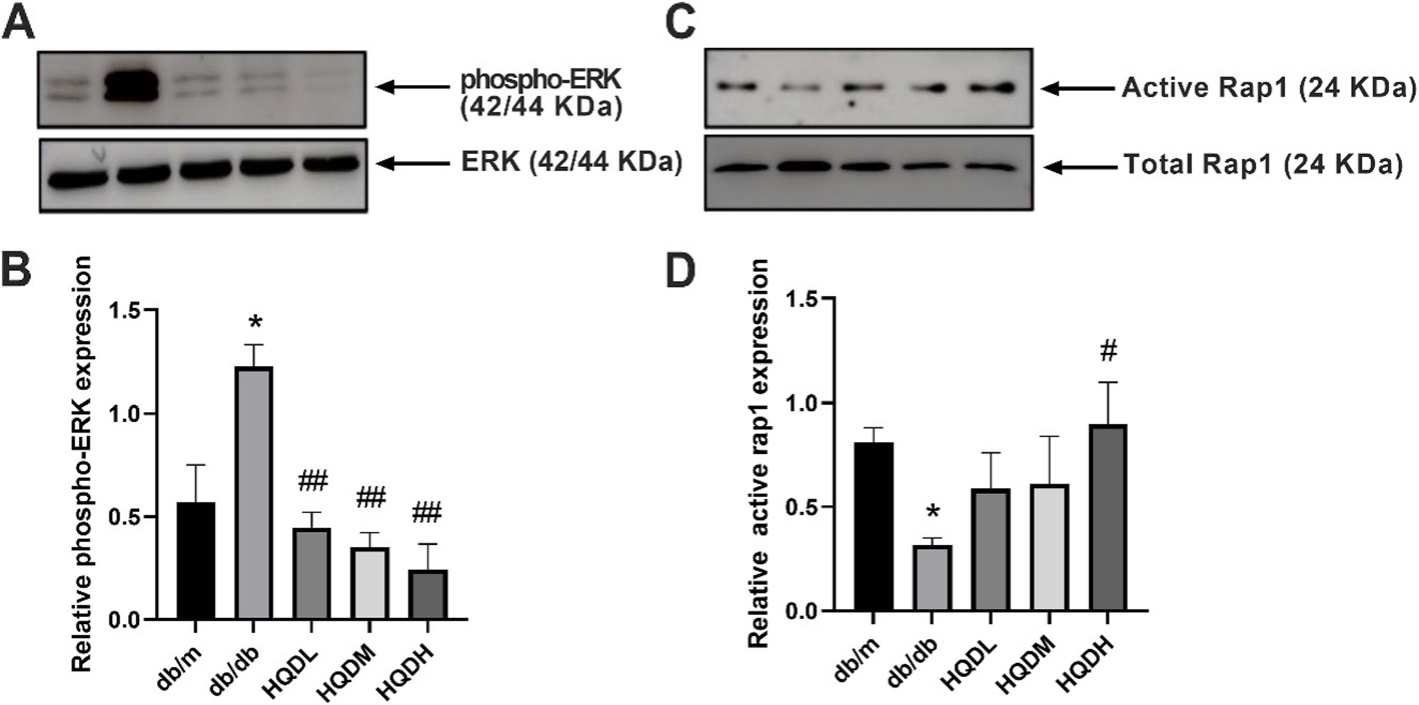
HQD downregulated the expression of ERK and promoted Rap1 binding to GTP. **A**. **B**. The protein expression levels of phospho-ERK in the kidney cortex by Western blot assay. **C**.**D**. In the kidney, the active-Rap1 protein was enriched using the active-rap1 pull-down kit, and alterations were detected by Western blot. Values are mean ± SEM (*n* = 3), *P < 0.05 vs. db/m, #*P* < 0.05 vs. db/db by one-way ANOVA with Tukey's post doc analysis

### HQD ameliorates lipid metabolism disorders in db/db mice

Diabetes mellitus is a disease characterized by metabolic abnormalities. Prolonged hyperglycemia associated with diabetes eventually leads to lipid metabolism disorders. In this study, it was observed that HQD significantly improved renal lipid deposition in db/db mice, as evidenced by Oil Red O staining (Fig. 8A). CXCL16, a key intermediate mediator of lipid accumulation, localizes in both tubules and glomeruli. In diabetic mice, the intensity of CXCL16 staining in glomerular was significantly increased. However, HQD dose-dependently decreased the expression of CXCL16 in both glomeruli and tubules (Fig. 8B). Western blots analysis further confirmed these findings (*P* < 0.05, Fig. 8C&D).

**Fig. 8:**
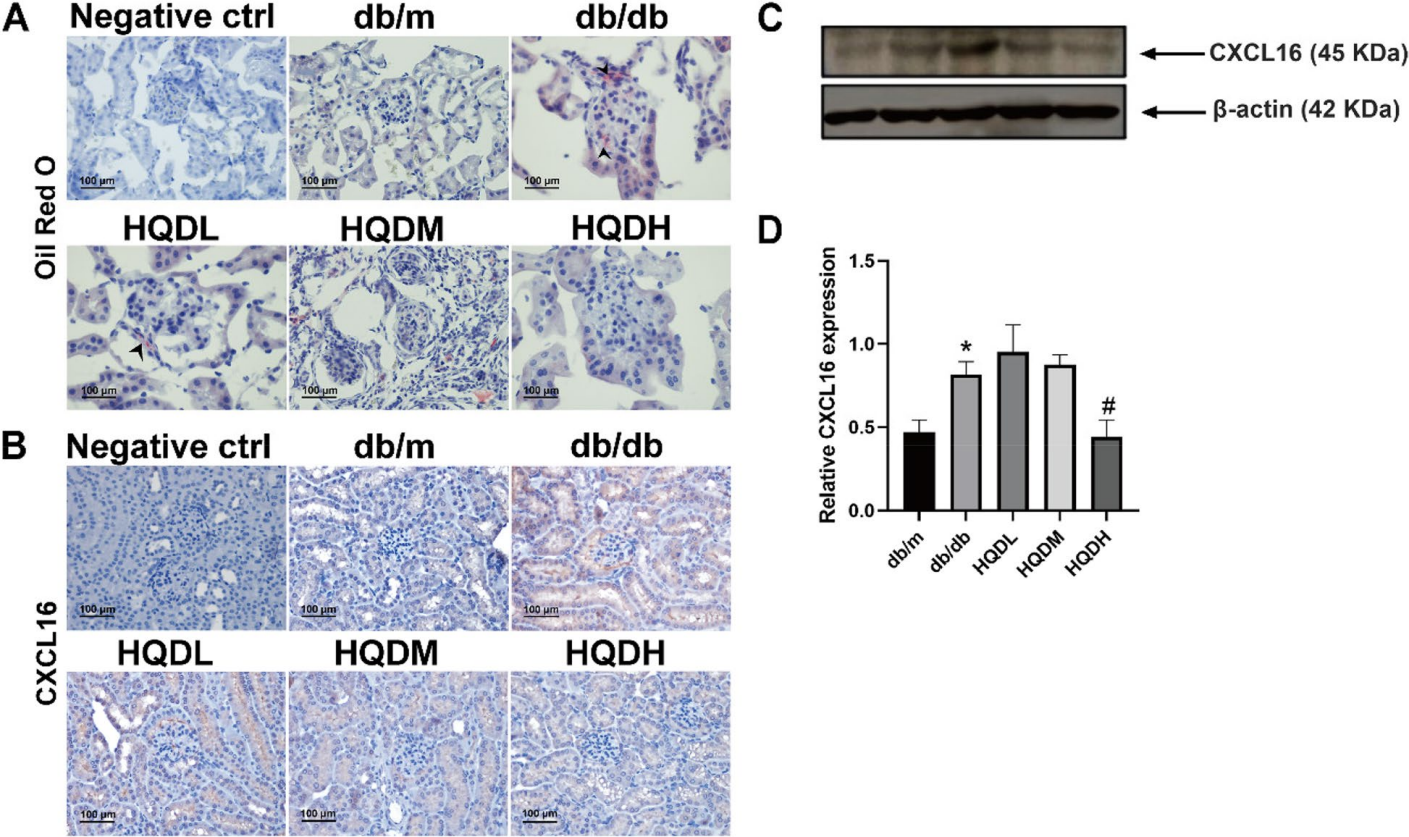
HQD ameliorates lipid metabolism disorders in db/db mice. **A**. Frozen sections of mouse kidneys were stained with Oil Red O (*n* = 5). **B**. IHC staining of mouse paraffin sections for CXCL16 (*n* = 5). **C**.**D** The protein expression levels of CXCL16 in the kidney cortex by Western blot assay (*n* = 3). *P < 0.05 vs. db/m, #*P* < 0.05 vs. db/db by one-way ANOVA with Tukey's post doc analysis

## Discussion

DKD is one of the most devastating and prevalent chronic microvascular complications of diabetes and a major contributor to ESRD and death. Experimental studies have demonstrated that TCM can effectively improve DKD [30, 31], but the relevant pharmacological mechanisms underlying these effects are not sufficiently understood. The formulation of HQD has been supported by years of clinical and basic research, confirming its suitability and reliability in protecting against CKD [20, 21, 23, 24]. In this study, the therapeutic efficacy of HQD was associated with improvements of BMP/Smad signaling pathway, which is consistent with micro-assay results. Furthermore, HQD was able to regulate abnormal lipid levels that occur during long-standing chronic hyperglycemia, thus restoring lipid metabolism balance. These results suggest that HQD may be superior to many current drugs due to its multiple activities, which can potentially alleviate the clinical symptoms of DKD.

HQD treatment induces a distinct gene expression pattern that is mainly related to BMP signaling. 

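Principal components of the tested probes placed the arrays labelled db/m and labelled db/db apart on the first component, which held 42.6% of the variance and whose scores ran from 9.98 to 41.5 for labelled db/m and from -51.7 to -0.99 for labelled db/db. Group accounted for a share of 0.729 of the variance of that component and slide for 0.811. The arrays labelled db/db on slide 3 scored lowest, and those labelled db/m on slide 2 scored 9.98 and 41.5. The second component held 28.6% of the variance and had a share of 0.00163 with group. On it, labelled db/m replicate 2 scored 44.8 and labelled db/db replicate 3 scored 26.4, while the other arrays scored between -35.7 and -3.82. With the slide as a block, the group difference rests on the 2 arrays of slide 1, and 851 probes passed the screen, 362 higher and 489 lower in the array labelled db/m. Of the probes past the screen without the block, 77 were among them.

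**Figure D2:**
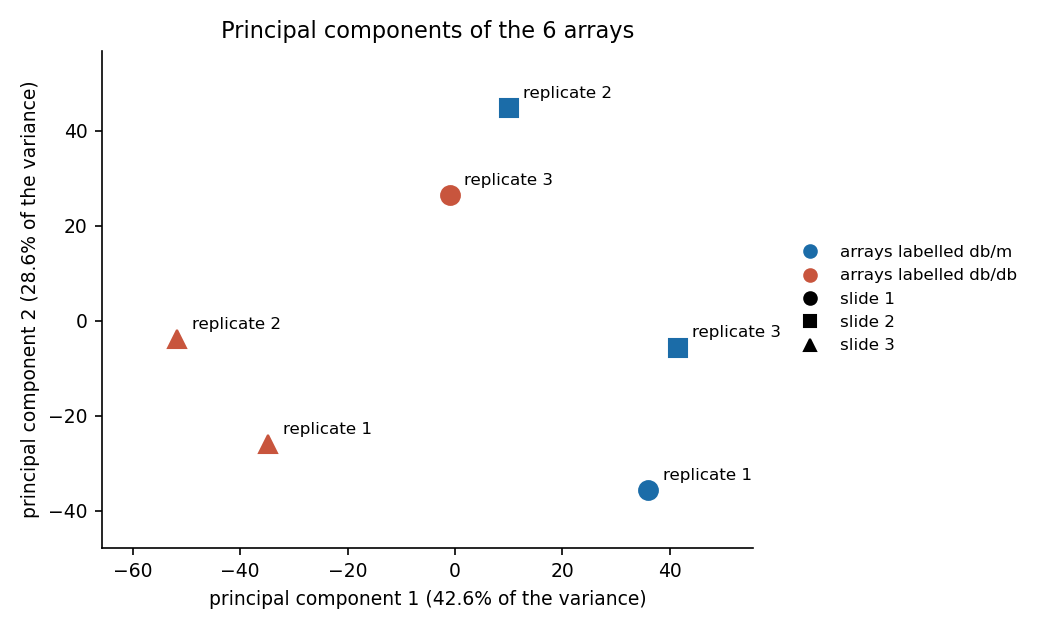
First and second principal components of the 6 arrays over the tested probes. Colour gives the group and shape the slide; labelled db/m replicate 2 and labelled db/db replicate 3 lie highest on the second component.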

BMPs belong to the TGF-β superfamily, which is a class of highly conserved functional proteins. In BMP4 -/- transgenic mice, which lack BMP4 secretion by podocytes, pathological changes such as glomerular microaneurysms, collapsed glomerular capillaries, enlarged glomerular capsules, and reduced normal proximal tubules have been observed, indicating that BMP of podocyte origin has an important function in glomerular capillary formation [32]. BMP4 has also been shown to regulate the deposition of the extracellular matrix in the glomerular thylakoid region of DKD mice, which exacerbates glomerular lesions [33]. In the early formation of type I diabetes in rats, the expression of renal BMP7 and its receptors was reduced or lost. However, pharmacological intervention has been shown to improve renal function, reduce fibronectin expression, and reverse the expression of both BMP7 and its receptor compared to DKD rats [34]. Furthermore, BMP7 has been found to protect thylakoid cells from high glucose-induced oxidative stress, thereby delaying DKD [35]. BMPRs are a group of serine/threonine kinase receptors with abundant cysteine extracellular structures, single-chain transmembrane regions and intracellular kinase regions. These receptors include type I and type II receptors, where type I receptors are the downstream activating components of type II receptors [36]. 

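Single genes of BMP-binding proteins moved in opposite directions between the arrays labelled db/m and labelled db/db. Chrdl1 was higher by 1.36 (SE 0.39), with 1 array labelled db/db well above background (1.20 with the dim arrays at the lowest signal called so). Its unadjusted p was above 0.05 under the methods' t-test. Chrdl2 was lower at -0.95 (SE 0.28) and Gpc3 at -0.56 (SE 0.18), and both had an unadjusted p above 0.05 under the methods' t-test. Without labelled db/m replicate 3, the limma p of Gpc3 was 0.0660. With the slide as a block, which leaves 1 array per group, Gpc3 differed by -0.37. For Bmpr2, 3 probes were tested, and they disagreed. The brightest, A_51_P518698 (chromosome 1, 59934262 to 59934321), differed by -0.09 (SE 0.11), and its sign changed to 0.02 after quantile normalization and to 0.04 with the slide as a block. A_55_P2716027 (59912789 to 59912848), matched in the files to another Ensembl transcript, was higher by 1.39 (SE 0.38, limma adjusted p = 0.241). Its direction held in each alternative, and so did an unadjusted p under 0.05, the slide block with its 1 array per group left aside. A_55_P2943039 was higher by 0.65, or 0.38 with dim arrays at that signal, with 1 array labelled db/db well above background and an unadjusted limma p above 0.05 when any of 4 arrays was left out, the highest being 0.145 without labelled db/db replicate 2. A second probe of Chrd, A_55_P2164689, was lower at -0.39 (SE 0.11), and the unadjusted p of Chrd was 0.0696 with trend and robust variance.

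**Figure D3:**
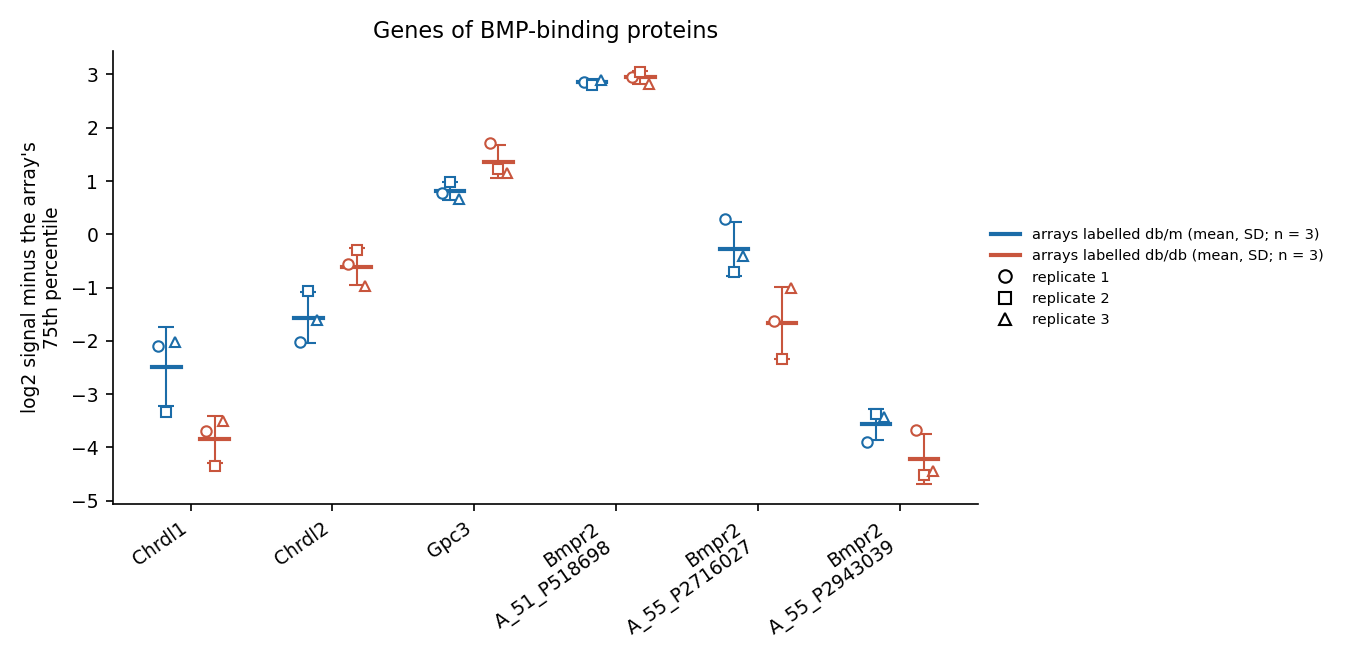
Log2 signal of each array, set against its 75th percentile, for Chrdl1, Chrdl2, Gpc3 and the 3 tested probes of Bmpr2, all genes of BMP-binding proteins. Each symbol is 1 array, and bars give the mean and SD of 3 arrays; the probes of Bmpr2 do not move alike.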

Gene microarray data has showed that HQD treatment in db/db mice robustly alters glomerular BMP binding pathway-related signaling. Further analysis of renal BMP-related proteins in db/db mice and discovered that HQD could effectively restore the expression levels of BMP2 and BMP7, and dramatically elevate the expression of BMPR-2. This finding suggests that HQD may protect against DKD by regulating BMPR-2 and promoting BMP2 and BMP7 transport.

BMPs are part of the kinase transduction system, where ligand-receptor binding leads to phosphorylation of the threonine-serine-rich (GS) structural domain in the cell membrane of the type I receptor by the type II receptor. This phosphorylation event activates the Smad protein, which further transduces the biological message of BMP [36]. The classic BMP pathway transduction is dependent on the modulation of Smad proteins, which are regulated by various molecular mechanisms, affecting signaling at different levels including ligands, receptors, and signal transduction factors. Deletion of BMPR-2 inhibits the downstream Smad1/5 phosphorylation, which in turn inhibits BMP signaling [34]. Previous studies found that HQD could participate in regulating renal interstitial fibrosis through the Smad signaling pathway [21]. In the current study, it was observed that renal Smad protein expression levels were elevated in db/db mice. However, the increased expression of Smad1 protein in db/db mice was effectively suppressed by treatment with HQD. Meanwhile, HQD did not affect Smad4 expression. This discrepancy may be attributed to the fact that Smad4 is a coregulated component of the TGF-β and BMP signaling pathways, and thus may exert opposing effects on the kidney. It has been suggested that Smad4 deficiency inhibits renal fibrosis, but it can also result in increased kidney inflammation [37].

The Ras-like small GTPase Rap1 functions as a molecular switch by binding GTP or GDP to switch between its activation and inactivation states, and the absence of Rap1 signaling is directly related to the integrity of the podocyte [38]. Additionally, ERK, a member of the MAPK family, has been shown to regulate the phosphorylation of Smad1 in pulmonary artery smooth muscle cells, leading to the promotion of BMP entry into the nucleus [39]. Interestingly, decreased phosphorylation of ERK has been observed in the glomeruli of FSGS patients, which correlates with the inactivation of Rap1GTP [14]. However, treatment with HQD has been shown to restore the phosphorylation level of ERK and the binding of Rap1 to GTP. It’s worth noting that the results may be influenced by other cells in the kidney, such as endothelial cells and mesangial cells and other resident cells, and further in vitro studies are needed to explore the relationship between ERK and Rap1 activation specifically in podocytes.

In patients with DKD, disruptions in lipid metabolism are commonly observed. BMPs are also known to be involved in maintaining metabolic processes [19], as evidenced by increased expression of BMP2 in human adipose tissue and studies in mice showing that BMP2 is associated with the production of white adipose tissue [40, 41]. Hata et al. demonstrated that BMP2 induces adipogenesis in C3H10T1/2 cells through the activation of peroxisome proliferator-activated receptor γ (PPARγ) by the Smad and p38 MAPK signaling pathways [42]. On the other hand, BMP7 is closely associated with brown adipogenesis, and deletion of BMP7 in mice results in a significant reduction in brown adiposity at birth [43]. In a study involving obese db/db mice, intraperitoneal injection of BMP7 resulted in a distinct reduction in body weight and body fat compared to controls one month later [44]. In this study, db/db mice showed significant glomerular lipid accumulation compared to controls. HQD improved the extent of lipid accumulation in db/db mice while modulating BMP. As HQD consists of seven herbs and has multiple pathways according to its complicated components and the results of the micro-assay study. 

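The differences between the arrays labelled db/m and labelled db/db were also set out for the other gene lists written in advance. By camera in limma with Benjamini-Hochberg adjustment over the 20 lists tested, 3 lists had an adjusted p under 0.05. Immune cell markers were higher in the arrays labelled db/m, with a mean log2 difference of 0.26 over 21 genes (adjusted p = 0.00622). Lipid synthesis genes were lower, at -0.20 over 36 genes (adjusted p = 0.0276), and fatty acid oxidation genes were lower, at -0.14 over 42 genes (adjusted p = 0.0339). With an estimated correlation none of the 3 had a p under 0.05, the lowest being 0.147, and under fry only lipid synthesis did, at 0.0198. After quantile normalization, 0 lists passed. Leaving out labelled db/m replicate 2 gave 6 lists, and leaving out labelled db/db replicate 3 gave 1. With the slide as a block, immune cell markers changed sign to -0.01 and 1 list passed, proximal tubule markers. These were lower without the block at -0.22, with 18 of 20 genes lower (camera p = 0.0358, adjusted p = 0.179), and their p was 0.496 with an estimated correlation. Chloride channels, whose activity is another term in Fig. 4C, had a mean of 0.02 and a median of -0.04 over 32 genes, and the mean changed sign under median centring, to -0.16. The mean was -0.09 for podocyte markers, 0.01 for fibrosis, -0.18 for blood markers, -0.14 for androgen-induced kidney genes and -0.14 for female-biased kidney genes, with camera p between 0.101 and 0.772. Genes of the NPY receptors had a mean of 0.14 over 3 genes, which changed sign under median centring, and adrenal markers had a mean of -0.07 and a median of 0.03 over 5 genes. When adjusted over the list alone, 5 female-biased kidney genes, 2 chloride channels and 1 NPY receptor passed. In the list of thick limb and collecting duct markers 1 gene passed, Slc12a3, which is a gene of the distal convoluted tubule.

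**Figure D4:**
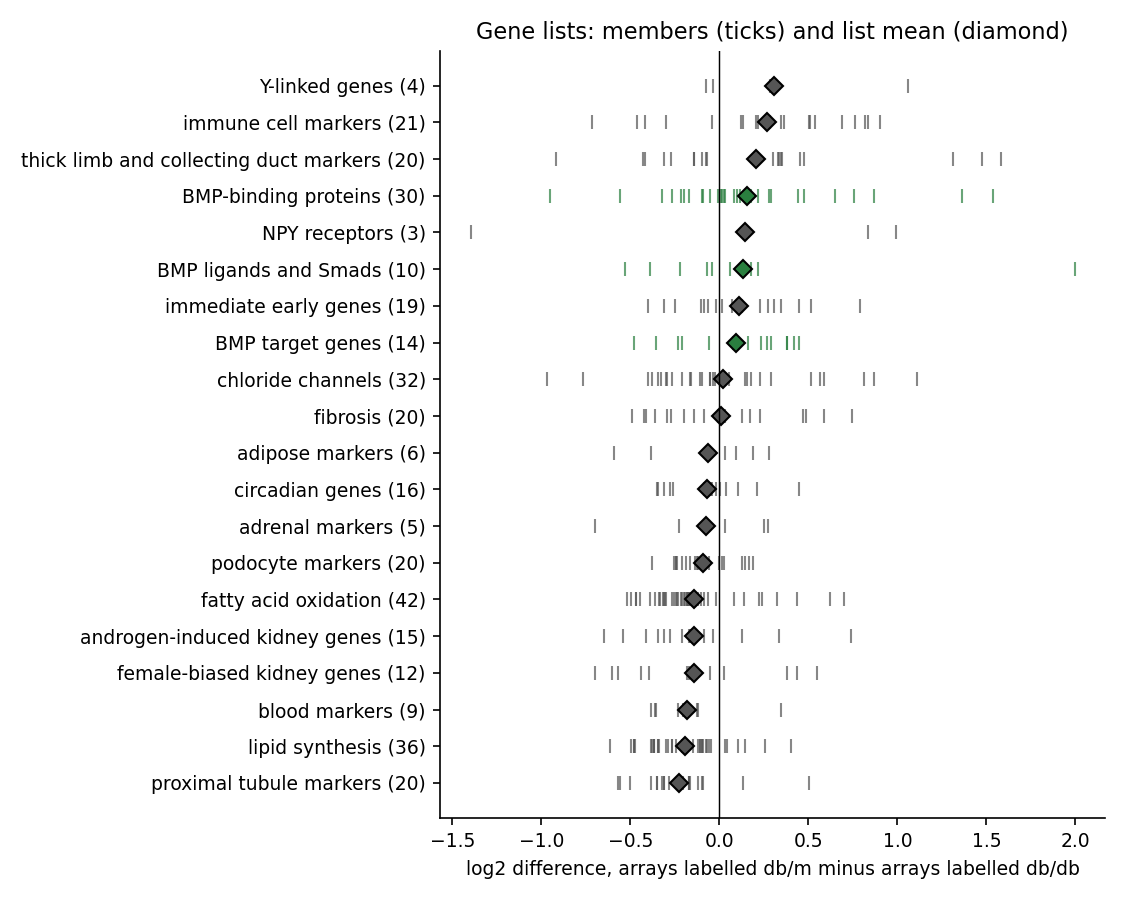
Difference of each gene (tick) and mean of each list (diamond), labelled db/m minus labelled db/db on the log2 scale, with the number of genes tested in brackets. Lists of BMP genes are green, and most lists have members on both sides of 0; with each array centred on its median, every difference lies 0.18 lower.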

Transcriptomic analysis revealed that HQD had the greatest effect on the BMP signaling pathway. ERK, Smad1, BMPs were regulated by HQD in the kidney in db/db mice. However, further studies, such as using transgenic mice or ERK inhibitors, are needed to elucidate the key mechanism underlying the effects of HQD.

## Conclusions

In general, HQD demonstrated a significant protective effect against DKD. This beneficial effect may be attributed to several mechanisms. 

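Genes of the BMP ligands and Smads were tested in the same arrays of renal cortex. Over 10 genes, the mean difference between the arrays labelled db/m and labelled db/db was 0.13 and the median 0.01 on the log2 scale, 5 genes were higher and 5 lower, and camera in limma gave an adjusted p = 0.922 and an unadjusted p of 0.876. Bmp10 weighed most on this mean, at 1.99, with 1 array labelled db/db well above background. With probes well above background on all 6 arrays, which leaves Bmp10 out, the mean was -0.073. The mean of the BMP ligands and Smads changed sign to -0.050 under median centring, and it was 0.55 without labelled db/m replicate 2 and 0.032 without labelled db/m replicate 3. Bmp2 differed by 0.18 (SE 0.20, limma adjusted p = 0.635) and changed sign to -0.01 under median centring. Bmp4 differed by -0.07 (SE 0.15) and changed sign to 0.06 after quantile normalization. Bmp7 was lower at -0.39 (SE 0.15, limma adjusted p = 0.262), with the arrays of the groups not overlapping. Its unadjusted p was above 0.05 under the methods' t-test and without a filter on dim probes. The same held when any of 3 arrays was left out, for instance 0.105 in limma without labelled db/m replicate 1. Under the slide block, which leaves 1 array per group, Bmp7 differed by -0.41. Bmp6 was lower at -0.53 (SE 0.16, limma adjusted p = 0.241). The 14 tested of 16 BMP target genes had a mean of 0.09 and a median of 0.20, with 9 genes higher (a camera p of 0.0658, adjusted p = 0.219). The p was 0.370 with an estimated correlation and 0.483 with fry. The mean of the targets was -0.09 under median centring. It was 0.17 without labelled db/m replicate 2, with a camera p of 0.0235, and 0.16 without labelled db/db replicate 3, with a camera p of 0.0390. Of single targets, Msx1 was higher by 0.45 (SE 0.14) and Gata3 by 0.38 (SE 0.16), and 0 targets passed when adjusted over the list alone. With median centring the unadjusted p of Msx1 was 0.177 and that of Gata3 was 0.349. The p of Msx1 was 0.0524 without labelled db/m replicate 1, and that of Gata3 was above 0.05 when any of 5 arrays was left out, the highest being 0.169 without labelled db/m replicate 3, where its difference was 0.25. Under the slide block, with 1 array per group, Bmp6 differed by -0.64, Msx1 by 0.38 and Gata3 by 0.49. Id1, a direct target, differed by 0.16 and Id3 by -0.48.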

Firstly, HQD was found to promote the transcription of BMPs and their downstream target genes by upregulating BMPR-II expression. Moreover, HQD was shown to regulate the phosphorylation of ERK and the expression of Smad1 by promoting the binding of Rap1 to GTP, thus modulating the fibrotic signaling pathways. Furthermore, HQD was also found to have a notable role in regulating lipid metabolism dysfunction in DKD, providing a new avenue for future research on HQD. The exact mechanisms underlying this effect are not yet fully understood, but HQD has been shown to modulate lipid metabolism-related gene expression and improve lipid profiles in animal studies, suggesting a potential role in ameliorating lipid abnormalities commonly associated with DKD.

## Supplementary Information

**Additional file 1.** 

**Additional file 2.**

## Data Availability

The datasets generated during the current study are available in NCBI repository using the accession number GSE225477.

## Abbreviations

ACEIs: Angiotensin-converting enzyme inhibitors
ACR: Albumin/creatine ratio
ARBs: Angiotensin receptor blockers
BMPs: Bone morphogenetic proteins
CKD: Chronic kidney disease
CMC: Carboxymethylcellulose
CV: Coefficients of variance
DKD: Diabetic kidney disease
ECL: Enhanced chemiluminescence
ERK: Extracellular regulated protein kinase
ESRD: End-stage renal disease
FC: Fold changes
GO: Gene Ontology
HQD: Huangqi decoction
LSM: Laser scanning confocal microscopy
MAPK: Mitogen-activated protein kinase
OCT: Optimum cutting temperature compound
PAS: Periodic Acid-Schiff
RIN: RNA integrity number
SEMs: Standard error means
TCM: Traditional Chinese medicine
TGF-β: Transforming growth factor

# Supplementary material for: Huangqi decoction ameliorates kidney injury in db/db mice by regulating the BMP/Smad signaling pathway
**Source:** BMC Complement Med Ther. 2023 Jun 26;23:209. doi: 10.1186/s12906-023-04029-1

**Supplementary Figures S1**

**Figure. S1 Effect of HQD on blood glucose levels in db/db mice. (**A). Changes in random blood glucose levels in the five groups of mice over the whole experiment. Values are mean ± SEM（n=5-6）, **P<0.01, compared with the db/m group by two-way ANOVA with Tukey's multiple comparisons.

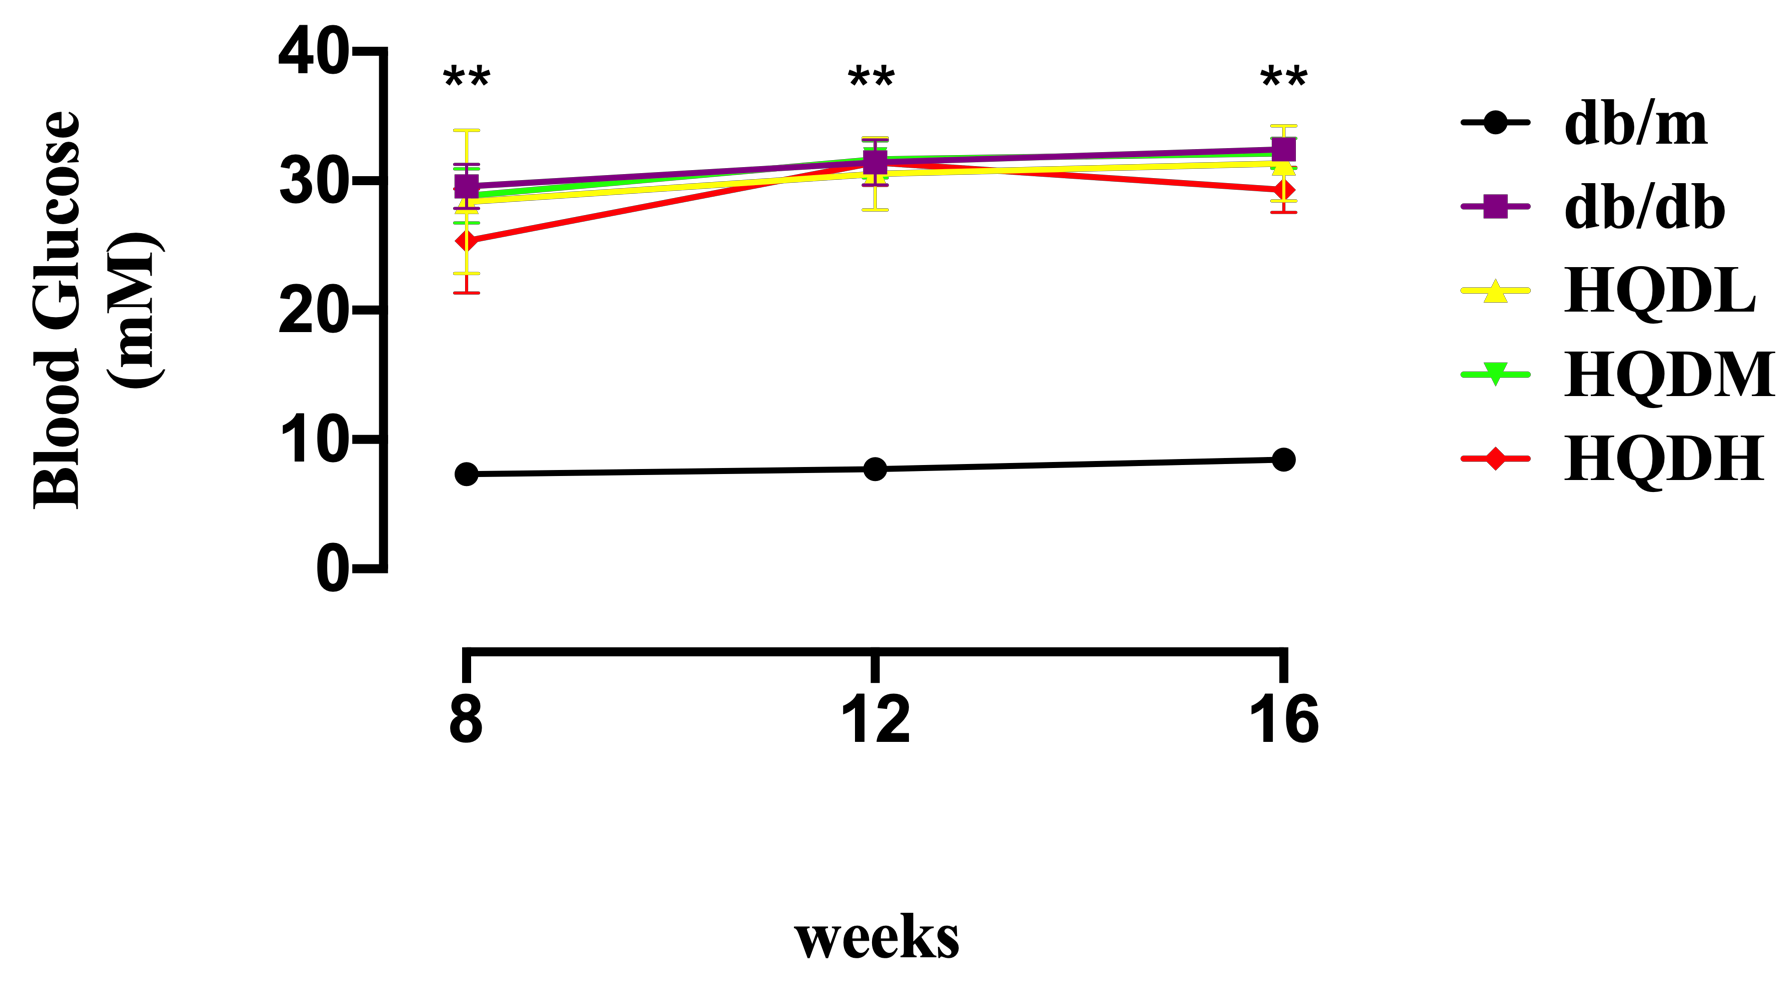

**Supplement:** Supplementary file 1 — Additional file 1.

# Supplementary material for: Huangqi decoction ameliorates kidney injury in db/db mice by regulating the BMP/Smad signaling pathway
**Source:** BMC Complement Med Ther. 2023 Jun 26;23:209. doi: 10.1186/s12906-023-04029-1
**Supplement:** Supplementary file 2 — Additional file 2.

**LC-MS/MS analysis**

An LC-MS/MS method was used to determine the 9 major components (Schisandrin, Liquiritin, Acteoside, Glycyrrhizic acid, Astilbin, Astragaloside IV, Ruscogenin, Catalpol, and 3, 29-Dibenzoyl rarounitriol) in HuangQi decoction. Chromatography was performed on an Agilent 1200 LC system (Agilent Technologies Inc., USA). Schisandrin, Liquiritin, Acteoside, Glycyrrhizic acid, Astilbin, Astragaloside IV) were separated on a Thermo Betasil C18 column (50 × 2.1 mm, i.d., 5.0 µm). The mobile phase consisted of 0.1% formic acid in water (A) and 0.1% formic acid in acetonitrile (B) with gradient elution at the flow rate of 0.6 ml/min. The gradient elution program was set as follow: 0-0.1 min 5% B, 0.1-1.3 min 5-95% B, 1.3-1.7 min 95% B, 1.7-1.8 min 95-5% B, 1.8-3.0 min 5% B. Ruscogenin was separated on a Thermo Betasil C18 column (50 × 2.1 mm, i.d., 5.0 µm). The mobile phase consisted of 0.1% formic acid in water (A) and 0.1% formic acid in acetonitrile (B) with gradient elution at the flow rate of 0.6 ml/min. The gradient elution program was set as follow: 0-0.1 min 2% B, 0.1-1.3 min 2-98% B, 1.3-1.7 min 98% B, 1.7-1.8 min 98-2% B, 1.8-3.0 min 2% B. Catalpol was separated on a Phenomenex, Gemini, C18, 50 × 4.6 mm mm, 5µm). The mobile phase consisted of 0.1% formic acid in water (A) and 0.1% formic acid in acetonitrile (B) with gradient elution at the flow rate of 0.8 ml/min. The gradient elution program was set as follow: 0-0.1 min 30% B, 0.1-1.3 min 30-95% B, 1.3-1.7 min 95% B, 1.7-1.8 min 95-30 B, 1.8-3.0 min 30% B. 3, 29-Dibenzoyl rarounitriol was separated on a Thermo Hypersil C18 column, 50 × 2.1 mm mm, 5µm). The mobile phase consisted of 10 mM ammonium acetate and 0.1% formic acid in water (A) and methanol (B) with gradient elution at the flow rate of 0.6 ml/min. The gradient elution program was set as follow: 0-0.1 min 5% B, 0.1-1.3 min 5-98% B, 1.3-1.7 min 98% B, 1.7-1.8 min 98-5 B, 1.8-3.0 min 5% B.

MS detection was conducted on QTRAP 5500 mass spectrometer (Applied Biosystem Sciex, Ont., Canada) equipped with a TurboSpray ionization source. Optimized parameters were as follws: curgain gas, gas 1 and gas 2 were 15, 40 and 30 psi respectively; source temperature 550 °C; spray voltage 5500 V. The detections were performed in multiple reaction monitoring (MRM) mode, and ion transitions were set at *m/z* 433.4→*m/z* 384.3, *m/z* 417.4→*m/z* 255.1, *m/z* 449.3→*m/z* 150.7, *m/z* 684.5→*m/z* 527.5, *m/z* 623.2→*m/z* 161, *m/z* 821.5→*m/z* 351.1, *m/z* 829.4→*m/z* 783.5, *m/z* 431.5→*m/z* 287.3, and *m/z* 361.4→*m/z* 169 for Schisandrin, Liquiritin, Astilbin, 3, 29-Dibenzoyl rarounitriol, Acteoside, Glycyrrhizic acid, Astragaloside IV, Ruscogenin, and Catalpol, respectively.

**Result**

In this study nine major components were quantified using LC-MS/MS method. Except 3, 29-Dibenzoyl rarounitriol, all other eight components were detected in HuangQi decoction and further quantified. The extracted ion chromatograms of the detected components in HuangQi decoction were shown in Fig. S1. Per gram of dry extract contained 254.2 µg of Schisandrin, 1074.2 µg of Liquiritin, 99.6 µg of Acteoside, 1215.8 µg of Glycyrrhizic acid, 4.4 µg of Ruscogenin, 0.2 µg of Astilbin, 440.2 µg of Astragaloside IV and 4.3 µg of Catalpol.

B

C

D

E

F

G

H

A

I

**Fig. S2.** The extracted ion chromatograms of the detected components in HD (A: Schisandrin, B: Liquiritin, C: Acteoside, D: Glycyrrhizic acid, E: Astilbin, F: Astragaloside IV, G: Ruscogenin, H: Catalpol, and I: 3,29-Dibenzoyl rarounitriol)

How the deposited data were processed for this re-analysis (not part of the article)

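Gene expression was measured in the renal cortex of male mice on one-colour Agilent arrays, 1 array per mouse and 3 per group. The labels give an age of 16 weeks, and a treatment with HQD of 8 weeks is stated with them. The labels name the groups db/m and db/db, and the paper names them HQD-treated and non-treated db/db mice. The design text deposited with the arrays describes the comparison as the paper does. The conditions were kept as labelled, and each difference is labelled db/m minus labelled db/db. The dose of HQD given to the mice of these arrays is not named in the paper's text.

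The authors deposited 1 scanner file per array with the intensity of each spot, for which the Feature Extraction software had subtracted the background, corrected trends across the array and replaced low values, without normalization between arrays. The authors also deposited a matrix of log2 values, which tracked the log2 intensity of each array (Pearson r across probes from 0.99833 to 0.99995) and shared the same sorted values in every column, as quantile normalization between the arrays leaves them. The paper's text names no normalization, filter or test for the arrays, and its statistics section names one-way and two-way ANOVA for the paper as a whole. Between 2 groups, one-way ANOVA is the equal-variance form that is called the methods' t-test here, although the paper names no t-test and does not say which test its array screen used. The scanner file of labelled db/m replicate 1 held 71 gene names that differed from those of the other files, so that names were taken from the other files. Gene symbols came from a match of 32994 probes by accession to the RefSeq gene table and otherwise from the files, which gave 43741 probes a symbol. Coordinates are those of the scanner files, on the mm9 build.

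The scanner values were processed in R 4.3.3 with limma 3.58.1. Control spots and spots with an outlier flag were left out, spots of the same probe were averaged (300 probes had several spots), and the 75th percentile of each array was subtracted from its log2 values. No probe was saturated on any array. A probe was tested when it was well above background on all 3 arrays of at least 1 group. The median intensity was 113, 84.3 and 110.3 on the arrays labelled db/m and 92.0, 75.9 and 98.7 on the arrays labelled db/db. Arrays carry no counting error, and their number limits the precision. Groups were compared with lmFit and eBayes, at the paper's screen of a fold change of at least 2 or at most 0.5 with an unadjusted p under 0.05, and separately at a Benjamini-Hochberg adjusted p under 0.05. The procedure was tested on simulated values for 29889 probes in 3 arrays per group, of which 200 were changed. The planted differences were 2 or 3 on the log2 scale in either direction, and probes were simulated as independent. The procedure brought 99% of the changed probes past the screen and 93.5% past the adjusted threshold. Of the unchanged probes, 119 were past the screen and 5 past the adjusted threshold, and 1 of 50 lists of unchanged genes had a camera p under 0.05. These shares do not hold for smaller differences, and independent probes cannot show how camera behaves with correlated genes.

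Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, on the brightest tested probe of each gene. The p of camera comes from a model fitted across all genes, and the adjusted p, over the lists tested, is given beside it. The lists were BMP-binding proteins, BMP target genes, BMP ligands and Smads, podocyte markers, proximal tubule markers, thick limb and collecting duct markers, fibrosis, immune cell markers, lipid synthesis, fatty acid oxidation, chloride channels, NPY receptors, adipose markers, adrenal markers, blood markers, circadian genes, immediate early genes, Y-linked genes, X inactivation, androgen-induced kidney genes and female-biased kidney genes. Of these 21 lists, 20 had at least 3 tested genes, and 0 of 2 genes of X inactivation were tested. Lists of urothelium markers, inner medulla genes and genes of the distal convoluted tubule and cortex were added after the leading genes had been seen.

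Genes were named in the text by a rule. It covered every gene the paper names, the 5 probes with a symbol and the largest difference in each direction among those past the screen whose groups do not overlap, and members of a list with an unadjusted p under 0.05. For a gene with several probes, the brightest tested probe stood for it, and others were reported where they disagreed with a p under 0.05. Members of the lists that are given by their mean were counted and not named one by one. Smad9 was not tested, since its probe was too dim. Some genes that the rule covers are not reported here, and they stay in the counts and list means.

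The genes within 10 Mb of Lepr on chromosome 4 were compared with all others by Fisher's exact test on genes with a p under 0.01, because the db/m genotype carries another haplotype there. Alternatives were quantile normalization, median centring, normexp background correction with an offset of 50, no filter on dim probes, a filter on all 6 arrays, the methods' t-test, eBayes with trend and robust variance, the authors' matrix, 1 probe per gene, the replicate number as a block, the slide as a block or a random block, and each array left out in turn. The main procedure, these alternatives and the lists other than the added ones were set before the data were examined. The authors' matrix and quantile-normalized values were each combined with the methods' t-test after the data had been seen. The GO enrichment of the paper was not run here.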

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

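The tests in this part were all set down before their results were seen.

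The immune cell markers, which the paper does not discuss in the array data, were higher in the arrays labelled db/m, with a mean log2 difference of 0.26 over 21 genes and 16 of them higher. Members went both ways: Ccl2 (0.90), Lyz1 (0.83), Lyz2 (0.76), Itgam (0.69), Ptprc (0.54), Cd14 (0.51), Adgre1 (0.36) and C1qc (0.35) were higher, and H2-Ab1 (-0.71) and Cd74 (-0.46) were lower, each with an unadjusted limma p under 0.05. When adjusted over the list alone, 0 members passed. A bias between arrays that depends on signal stays open. The mean lay at percentile 99.95 of 10000 random lists matched on signal, and it was 0.27 after quantile normalization, yet the adjusted camera p rose to 0.0864 there, and without a filter on dim probes the mean fell to 0.091 with an adjusted p of 0.0817. Chance cannot be excluded, as 3 of the 10 splits of the arrays into groups of 3 gave a mean as far from 0. The slide cannot be told apart from the group. The mean of the list, set against all arrays, was 0.08, 0.08 and 0.23 on the arrays labelled db/m and -0.23, -0.26 and 0.09 on those labelled db/db, where the last array shares a slide with an array labelled db/m, and with the slide as a block the list changed sign to -0.011. With the slide block left aside, the adjusted camera p ran from 0.000890 without labelled db/db replicate 3 to 0.0944 for the authors' matrix. Scaling by the 75th percentile was not decided, since centring on the median (a camera p of 0.000146, adjusted p = 0.00293) moves all genes of an array alike. A difference in immune cells between the groups, whether by genotype or by HQD, remains untested.

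The lipid synthesis genes were lower in the arrays labelled db/m and are not analysed in the arrays by the paper. Their mean was -0.20 over 36 genes, with 30 lower. The largest differences with an unadjusted limma p under 0.05 were Insig1 (-0.61), Dgat2 (-0.49) and Mvd (-0.48), and Elovl6 (0.40) was higher. No other split of the arrays gave a mean as far from 0, so that 1 of 10 did, which is the smallest share this design allows and cannot exclude chance. A bias that depends on signal stays open. The mean lay at percentile 0.13 of random lists matched on signal, outside the interval from -0.15 to 0.02 that held 95% of them, yet quantile normalization brought it to -0.12 with an adjusted camera p of 0.195. With the slide block left aside, the adjusted camera p of this list ran from 0.00744 without a filter on dim probes to 0.195 after quantile normalization. It was 0.0550 without labelled db/db replicate 3. Centring on the median (a camera p of 0.00251, adjusted p = 0.0251) decided nothing about the scaling, as it moves all genes alike. With the slide as a block, the mean kept its sign at -0.15. That value rests on the 2 arrays of slide 1, with 1 array per group. So few arrays cannot decide whether the condition affected lipid synthesis apart from the slide.

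The fatty acid oxidation genes, likewise not analysed in the arrays by the paper, were lower, with a mean of -0.14 over 42 genes and 34 of them lower. A bias that depends on signal is a candidate explanation. The mean lay at percentile 31.88 of random lists of equal signal, 95% of which had a mean from -0.20 to -0.05, and quantile normalization brought it to -0.012. Chance cannot be excluded either, with 1 of 10 splits giving a mean as far from 0, the labelled one alone. Centring on the median (a camera p of 0.0158, adjusted p = 0.105) could not decide about the scaling. The adjusted camera p ran from 0.00823 without a filter on dim probes to 0.589 after quantile normalization. It was 0.122 without labelled db/m replicate 1, 0.109 without labelled db/db replicate 3, 0.0529 without labelled db/m replicate 3 and 0.0524 without labelled db/db replicate 2. A different share of proximal tubule in the samples also stays open and was not tested for this list. Proximal tubule markers were lower too, at -0.22 with 18 of 20 genes lower. Both lists were lowest on labelled db/m replicates 1 and 3, at -0.14 and -0.10 for fatty acid oxidation and -0.35 and -0.20 for proximal tubule markers. The part of the pattern that may follow the condition was not tested.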

How the results depend on the processing

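The methods' t-test on the authors' matrix and on quantile-normalized values were the settings chosen after the results were seen. Counts are those at the paper's fold and p screen, and the cause of each change was not tested unless it is named.

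The probes higher in the labelled db/m group numbered 232 and the probes lower in the labelled db/m group 55, and the direction in which more probes lay depended on the setting. Quantile normalization gave 109 higher and 76 lower (185 in all), and 151 of these were among the 287. The authors' matrix gave 105 and 71 (176), which makes the share of higher probes 59.7%. Median centring gave 195 and 160, and normexp background correction 45 and 24 with a share of 65.2%. Without a filter on dim probes, 578 were higher and 135 lower, as many more probes were tested (56470), and with the filter on all 6 arrays 97 were higher and 42 lower, as fewer were (27855). The methods' t-test gave 79 and 32, all among the 287, and trend and robust variance 245 and 55. With 1 probe per gene there were 114 and 29. The slide as a block gave 362 and 489, which rest on the 2 arrays of slide 1 alone, since slides 2 and 3 each hold 1 group, and the slide as a random block (correlation -0.080) gave 292 and 56. With the methods' t-test, the authors' matrix gave 42 and 45, and quantile normalization 44 and 47. With each array left out in turn, the higher probes numbered from 81 to 873 and the lower ones from 47 to 125.

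The probes past the adjusted threshold in limma with Benjamini-Hochberg adjustment numbered 0, against 5294 at an unadjusted p under 0.05. The number was 1 with median centring, 1 with normexp background correction, 1 when a probe had to be well above background on all 6 arrays, 1 by eBayes with trend and robust variance, 1 with 1 probe per gene symbol, 2 for the authors' series matrix values with the methods' t-test and 1 for quantile normalization with the methods' t-test. It was 0 with quantile normalization, without a filter on dim probes, for the authors' series matrix values, for the methods' t-test and with each kind of block. It ran from 0 to 302 with each array left out, the highest without labelled db/m replicate 2.

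The number of BMP-binding genes past the screen was 3. It was 5 with median centring, from 3 to 6 with each array left out and from 2 to 4 in the other settings. The mean of the BMP-binding proteins was 0.15, and it changed sign with median centring (-0.029), where the camera p, which is relative to the other genes, was 0.0368. It was 0.32 with the slide as a block, a size that rests on 1 array per group. With each array left out it ran from 0.081 to 0.28, with a camera p under 0.05 only without labelled db/m replicate 2. Under the remaining settings it lay between 0.11 and 0.17 with a camera p above 0.05. The mean of the BMP target genes was 0.095, and it changed sign with median centring (-0.089). It was 0.084 with normexp background correction (a camera p of 0.0412) and 0.095 with probes well above background on all 6 arrays (a camera p of 0.0394), where the p fell under 0.05. It ran from 0.026 to 0.17 with each array left out, and the camera p was also under 0.05 without labelled db/m replicate 2 (0.0235) and without labelled db/db replicate 3 (0.0390). Of the gene lists, 3 had an adjusted camera p under 0.05. The number was 0 with quantile normalization, 0 for the authors' series matrix values, 1 with normexp background correction and from 1 to 6 with each array left out. Camera and fry were not run with the methods' t-test or with the slide as a random block.

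In the chromosome 4 interval around Lepr, 1.85% of genes had a p under 0.01, below the 3.22% of other genes. The order changed with median centring (5.56% against 5.49%), normexp background correction (3.70% against 3.49%), the replicate block (4.63% against 4.16%) and the slide as a block (1.85% against 1.76%). The share ran from 0.917% to 7.34% with each array left out, and no exact p was under 0.05 in any setting run.

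Other lists near 0 changed sign. With median centring this held for BMP ligands and Smads (-0.050), NPY receptors (-0.040), chloride channels (-0.16), fibrosis (-0.17) and immediate early genes (-0.072), as that setting lowers all differences by 0.18. With normexp background correction it held for chloride channels (-0.021) and fibrosis (-0.025), and with quantile normalization and the authors' matrix for NPY receptors (-0.0033 and -0.0050). Without a filter on dim probes it held for BMP ligands and Smads (-0.0027), adipose markers (0.038) and adrenal markers (0.16), and with the filter on all 6 arrays for BMP ligands and Smads (-0.073), chloride channels (-0.042) and fibrosis (-0.0072), as other genes are then tested. Under the slide block it held for blood markers (0.21), chloride channels (-0.19), female-biased kidney genes (0.058), fibrosis (-0.18) and immune cell markers (-0.011). With each array left out, the mean ran from -0.15 to 0.0014 for adipose markers, from -0.16 to 0.12 for adrenal markers, from -0.024 to 0.12 for chloride channels, from -0.11 to 0.0024 for circadian genes, from -0.14 to 0.16 for fibrosis, from -0.098 to 0.24 for immediate early genes and from -0.21 to 0.040 for podocyte markers.

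Single genes that changed sign had an unadjusted p above 0.05 in the main setting, apart from Npy4r and Hsd11b2. With median centring these were Bmp2 (-0.0085), Smad1 (-0.13), Rap1a (-0.14), Cxcl16 (-0.11), Fn1 (-0.16) and Actb (-0.16). With quantile normalization they were Bmp4 (0.058), Bmpr2 A_51_P518698 (0.022) and Smad4 (0.070), and with the authors' matrix Bmp4 (0.053), Bmpr2 A_51_P518698 (0.023) and Smad4 (0.071), in both cases also when the methods' t-test was used, which leaves the differences as they are. The slide block turned Bmp4 (0.26), Bmpr2 A_51_P518698 (0.044), Mapk3 (0.0020), Lepr (-0.27), Fn1 (-0.60), Npy4r (-0.13) and Hsd11b2 (0.037). With each array left out, the difference ran from -0.18 to 0.052 for Bmp4, from -0.0077 to 0.095 for Smad1, from -0.073 to 0.015 for Smad4, from -0.018 to 0.075 for Rap1a, from -0.39 to 0.19 for Nphs1, from -0.28 to 0.0051 for Wt1, from -0.058 to 0.25 for Cxcl16, from -0.21 to 0.38 for Fn1 and from -0.024 to 0.085 for Actb. Over all genes named and all settings, 1152 values kept their direction and their side of an unadjusted p of 0.05, 307 lost a p under 0.05, 9 gained one and 39 changed sign.

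The replicate numbers of the labels pair no samples by any statement of the paper or the labels. The deviations of same-numbered arrays from their group means correlated at 0.35, 0.15 and 0.05 for replicates 1, 2 and 3, so that the numbers are taken to share only a number. With the replicate number as a block, 275 probes were higher and 51 lower, and 0 passed the adjusted threshold. A block that is balanced over the groups cannot change a mean difference. Signal over background limits what can be seen, since the probes past the screen were dim. Of the 287, 27 were not well above background on any array of one group. Their fitted fold change is not reliable, and only a lower bound of it can be given.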

Differences from the paper's values

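The settings that combined the authors' matrix or quantile normalization with the methods' t-test were the comparisons chosen after the results were seen.

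The paper's count of differentially expressed mRNA is 87, and 287 probes passed the same fold and p screen here. Among the alternatives set before the data were examined, the count came within 1.5 times the paper's value with normexp background correction (69) and with the methods' t-test (111). It did not with quantile normalization (185), median centring (355), no filter on dim probes (713), the filter on all 6 arrays (139), trend and robust variance (300), the authors' matrix (176), the replicate block (326), the slide as a block (851) or a random block (348), 1 probe per gene (143) or any array left out (148 to 991). The authors' matrix with the methods' t-test gave 87 and quantile normalization with the methods' t-test gave 91, both chosen after seeing the values, when several combinations of values, filter and test had been tried.

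The paper's count of upregulated mRNA is 42, and 232 probes were higher in the arrays labelled db/m. Of the alternatives set before the data were examined, normexp background correction (45) came within 1.5 times the paper's value. Quantile normalization (109), median centring (195), no filter on dim probes (578), the filter on all 6 arrays (97), the methods' t-test (79), trend and robust variance (245), the authors' matrix (105), the replicate block (275), the slide as a block (362) or a random block (292), 1 probe per gene (114) and the arrays left out (81 to 873) did not. The authors' matrix with the methods' t-test gave 42 and quantile normalization with that test 44, both chosen after seeing the values. The paper's count of downregulated mRNA is 45, against 55 here and 45 and 47 in these same settings. The 87 probes of the authors' matrix with the methods' t-test shared 71 with the 287 and stood for 65 genes with a symbol.

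The paper states that transcription of BMPs was promoted in the treated group. Among the 10 tested genes of BMP ligands and Smads, 5 were higher and 5 lower in the arrays labelled db/m, which the paper gives as treated. Of the ligands, Bmp6 (-0.53), Bmp7 (-0.39) and Bmp4 (-0.067) were lower, where Bmp4 turns to 0.058 with quantile normalization, and Bmp2 (0.18), Bmp8a (0.22), Bmp10 (1.99, or 1.52 with dim arrays at the lowest signal called well above background) and Gdf5 (0.14) were higher. The paper places BMP binding first among molecular functions in Fig. 4C. Ranked by camera p, BMP-binding proteins stood at place 9 of 20 lists here, although 3 of 30 BMP-binding genes passed the screen, a larger share than among other genes, and the terms of Fig. 4C themselves were not tested. The lists before it were immune cell markers, lipid synthesis, fatty acid oxidation, proximal tubule markers, immediate early genes, BMP target genes, Y-linked genes and androgen-induced kidney genes. Of the BMP target genes, 9 of 14 were higher. The probes of Bmpr2 disagreed, as the brightest differed by -0.090, which turns to 0.022 with quantile normalization, and A_55_P2716027 by 1.39.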

Other observations

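The tests chosen only after the result was seen were those of the inner medulla and renal pelvis, the splits for the adjusted threshold and for the mean of the BMP-binding proteins, the tests of slide and swap for a pair of arrays, the use of the share around Lepr to test that both groups are db/db, and the exact test of BMP-binding genes past the screen.

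Other splits of the 6 arrays into groups of 3 were compared with the labelled one. Of 10 splits, 4 gave at least as many probes past the fold and p screen, so chance cannot be excluded for this count. For the adjusted threshold the comparison decides nothing, since the labelled split had 0 and all 10 splits had to reach that. The splits with more were those that exchange labelled db/m replicate 2 for labelled db/db replicate 1 (441) or replicate 3 (438), and the one that joins labelled db/m replicate 1 to labelled db/db replicates 1 and 2 (519). The last keeps slides 2 and 3 on opposite sides, as the labelled split does, and exchanges the arrays of slide 1. The labelled comparison gave 851 when the slide was a block. At an unadjusted p under 0.05, the labelled split gave 5294 probes and the other splits up to 3595. For the gene lists, 4 splits gave a mean of the BMP-binding proteins as far from 0, 5 did so for the BMP target genes, and 9 gave at least as many lists past the adjusted threshold. For BMP-binding genes past the screen, 2 splits gave as many, the other one giving 4. The preset correlation of camera was thus passed by lists under most groupings.

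The labels give db/m where the paper gives HQD-treated db/db mice. If the groups differ in genotype around Lepr, as the labels state, genes near it should differ more often. Within 10 Mb of Lepr (chromosome 4, 101390100 to 101487917 on mm9), 2 of 108 genes (1.85%) had a limma p under 0.01, against 499 of 15494 elsewhere (3.22%; Fisher's exact test, two-sided p = 0.588). The odds ratio was 0.567, with a 95% interval from 0.0676 to 2.11, which leaves room for a moderate excess, and the share lay at percentile 23.7 of 2190 windows of the genome. Of 10 splits, 4 gave as large a share. If both groups are db/db, as the paper states, no excess should be seen there, and the exact p of 0.588 shows none without excluding it. Lepr differed by 0.41 (SE 0.29). Its log2 signal was 1.36, 1.58 and 1.16 on the arrays labelled db/m and 0.59, 0.64 and 1.63 on those labelled db/db. Without labelled db/db replicate 3, the difference was 0.75 with an unadjusted limma p of 0.00329. When any other array was left out, it ran from 0.23 to 0.51 with a limma p above 0.05. The labels and the paper cannot be told apart from these values, because a haplotype need not change many transcripts and 3 arrays per group leave small differences open. It is also open whether any difference between the groups reflects genotype or HQD.

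Several sources in the tissue were tested for the probes past the fold and p screen. Perirenal fat is argued against as a main source. Adipose markers had a mean of -0.06 and a median of 0.06 over 6 genes (a camera p of 0.643, adjusted p = 0.849), and the mean turned to 0.038 without a filter on dim probes. Adipoq and Cfd, which are abundant in fat, were well above background on 0 arrays. Of other fat genes, Lep was well above background on 6 arrays and differed by 0.19, and Plin1 was so on 3 arrays with 1 of its probes and on 0 with the others. Car3, well above background on 6, differed by -0.59 with an unadjusted limma p of 0.266, so that a difference in this gene is neither shown nor excluded. A different time of day at sacrifice stays open. Circadian genes had a mean of -0.067 (a camera p of 0.977, the same after adjustment) and 0 of 16 had an unadjusted p under 0.05, but members went both ways with wide errors, as for Dbp (-0.28, SE 0.35) and Arntl (-0.34, SE 0.43). Handling before freezing stays open as well. Immediate early genes had a mean of 0.11 (a camera p of 0.0654, adjusted p = 0.219), which turns to -0.072 with median centring, and the mean was highest on labelled db/m replicate 3, at 0.47 against all arrays, without which the difference was -0.098. A different share of medulla stays open too. Thick limb and collecting duct markers had a mean of 0.20 (a camera p of 0.390, adjusted p = 0.649), with 10 genes higher and 10 lower. Slc14a2 (1.58), Aqp4 (1.47) and Fxyd4 (1.31) were higher and Hsd11b2 (-0.42) lower. The list also held Slc12a3 (-0.92), a gene of the distal convoluted tubule, whose lower signal does not argue against a larger share of medulla. Proximal tubule markers were lower as well. The slide accounted for a share of 0.811 of the first principal component and cannot be told apart from the group, because slides 2 and 3 held 1 group each.

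A different share of inner medulla or renal pelvis in the samples is a candidate explanation for part of the probes past the screen. Urothelium markers had a mean of 0.24, with 10 of 13 genes higher (a camera p of 0.0401), inner medulla genes 0.37, with 6 of 8 higher (a camera p of 0.0685), and genes of the distal convoluted tubule and cortex -0.20, with 9 of 10 lower (a camera p of 0.17). For urothelium markers the p was 0.286 with an estimated correlation and 0.311 with fry, and the adjusted p over the 3 added lists was 0.103. Labelled db/m replicate 2 went against the pattern, with a mean of the inner medulla genes of -0.54 against all arrays, when replicates 1 and 3 had 0.77 and 0.33. Krt18 was well above background on all 6 arrays, Upk3a on 4 and the probes of Upk1b on 2 and 3, so that some of these genes are near the background of the cortex samples. The lists were made after the leading genes had been seen, and the pattern may also follow the condition.

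Labelled db/m replicate 2 and labelled db/db replicate 3 lay nearer each other (r = 0.992) than to any array of their own groups. They were on 2 slides, which argues against a shared slide. A batch of scanning or handling that spans slides was not tested. A swap of these 2 arrays between the groups stays open. With the partner left out, labelled db/m replicate 2 had a mean r of 0.9846 with its own group and 0.9838 with the other, and labelled db/db replicate 3 had 0.9875 and 0.9863, and these differences are small beside the spread between arrays. The share of inner medulla or renal pelvis did not single out the pair. Their distance over the means of the added lists was 0.406, while labelled db/m replicate 2 lay nearer labelled db/db replicate 2, at 0.185. No biological explanation was tested for the pair.

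The sex given in the labels was checked. The probe of Xist was well above background on 0 arrays, and probes of Ddx3y, Eif2s3y, Kdm5d and Uty on all 6. Y-linked genes had a mean of 0.31 over 4 genes (a camera p of 0.0976, adjusted p = 0.233, and a fry p of 0.0186), carried by a probe of Kdm5d at 1.06, and 1 gene passed when adjusted over the list alone.

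Several genes that the paper names, for proteins it measured or in its discussion, were measured as mRNA in the same arrays. The difference was 0.058 for Smad1, -0.044 for Smad4, -0.22 for Smad5, -0.14 for Mapk3, -0.20 for Mapk14, 0.042 for Rap1a, -0.28 for Rap1b, -0.093 for Nphs1, -0.13 for Wt1, 0.075 for Cxcl16, 0.43 for Pparg, 0.019 for Fn1 and 0.024 for Actb, each with an unadjusted limma p above 0.05. Smad1, Rap1a, Cxcl16, Fn1 and Actb change sign with median centring, Smad4 with quantile normalization, and Mapk3 and Fn1 with the slide as a block. The p of Smad5 was under 0.05 with the methods' t-test and with trend and robust variance. The difference of Pparg was 0.72 without labelled db/m replicate 2, with a p of 0.00423, and its p was 0.0407 with the replicate block, and that of Rap1b was -0.34 without labelled db/db replicate 3, with a p of 0.0457, and its p was also under 0.05 with median centring, normexp background correction and trend and robust variance. A difference in mRNA says nothing on the amount or phosphorylation of the protein.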
